# Moringa isothiocyanate-1 regulates Nrf2 and NF-κB pathway in response to LPS-driven sepsis and inflammation

**DOI:** 10.1371/journal.pone.0248691

**Published:** 2021-04-01

**Authors:** Badi Sri Sailaja, Rohit Aita, Shane Maledatu, David Ribnicky, Michael P. Verzi, Ilya Raskin

## Abstract

This study aims to document the dual mode of pharmacological action of moringa isothiocyanate-1 (MIC-1) derived from seeds of *Moringa oleifera* Lam. Oral administration of chemically stable MIC-1 (80 mg/kg) significantly reduced the expression of inflammatory markers (Tnf-α, Ifn-α, IL-1β, IL-6) in the liver, kidney, spleen, and colon and decreased spleen weight in the lipopolysaccharide (LPS)-induced sepsis / acute inflammation model in mice. Transcriptomic analysis of the effect of MIC-1 on the liver and in the LPS-induced RAW264.7 murine macrophage showed that MIC-1 decreases inflammation via inflammation, immunity, and oxidative stress pathways. These results are supported by the immunocytochemical observations that MIC-1 increased the nuclear accumulation of nuclear factor (erythroid-derived 2)-like 2 (Nrf2) transcription factor and decreased the nuclear accumulation of nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) in the LPS-induced macrophages. Transcriptional activation of antioxidant genes by MIC-1 translated into a reduction of reactive oxygen species (ROS) in the cytoplasm, decrease of mitochondrial superoxide content, and restoration of the mitochondrial membrane potential in the LPS-induced macrophages. Our data indicate that MIC-1 affects inflammation and oxidative stress, two key processes involved in the etiology of many chronic diseases. These effects involve upstream regulation of two key transcriptional factors regulating responses to these processes at a gene expression level.

## Introduction

A state of inflammation is central to the pathophysiology of multiple chronic and communicable diseases and acute disorders, such as arthritis, inflammatory bowel disease, diabetes, cancer, injury, infections, and sepsis [1]. For thousands of years, traditional medicine has used plants to treat these conditions. In the last century, several natural products with strong anti-inflammatory properties, such as isothiocyanates (ITCs) present in several plant families, most notably Brassicaceae (e.g., cabbage, broccoli, mustards) and Moringaceae [2], have been isolated from plants [3]. Moringa (*Moringa oleifera* Lam.), a member of the Moringaceae family, is an edible and medicinal plant cultivated throughout the tropics [4]. Seeds and, to a lesser extent, leaves of moringa are rich in stable moringa isothiocyanates (MICs) [5, 6]. In contrast to most Brassicaceae ITCs, MICs are stable solids because of ring glycosylation [3, 6, 7].

Moringa isothiocyanate—1 (MIC-1) is the predominant isothiocyanate from moringa seeds. Through a process of seed grinding, water soaking, and ethanol extraction, a moringa seed extract (MSE) containing 35–45% of MIC-1 (w/w) can be produced, from which MIC-1 can be purified [6, 7]. MSE, as well as MICs-enriched moringa leaf extract, can mitigate obesity-related metabolic dysfunction in mouse intervention studies [7–10]. MSE also attenuate ulcerative colitis symptoms in mice [7], while showing relatively low toxicity to mice [11]. ITCs from Brassicaceae, such as sulforaphane, the main ITC from broccoli, have a number of health benefits that confer anti-inflammatory, chemoprotective, and anti-oxidant effects [12, 13]. The benefits of sulforaphane are linked to the activation of the nuclear factor (erythroid-derived 2)-like 2 (Nrf2) transcription factor, which translocates into the nucleus and promotes the transcription of genes required for protection from oxidative stress, detoxification of xenobiotics, maintenance of redox potential, and anti-inflammatory responses [14, 15]. Nrf2 affects transcription by binding to the antioxidant response element (ARE) in the promoter regions of its target genes [15, 16]. We previously demonstrated that at least some of the Nrf2-activated genes are also activated by MICs [7, 8, 17]. Sulforaphane may also inhibit nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) [18], which may partially explain the anti-inflammatory properties of many ITCs. MICs may inhibit NF-κB activity in human carcinoma cells more effectively than sulforaphane [19].

MSE and its active component, MIC-1, strongly decreased inflammatory and oxidative stress markers in lipopolysaccharide (LPS)-induced mouse macrophages [7]. LPS, derived from Gram-negative bacteria, is a powerful inducer of inflammation, endotoxemia, and sepsis in cells and animals [20]. These pathological processes are closely associated with the production of reactive oxygen species (ROS) in the cytoplasm and organelles, primarily mitochondria [21]. Overproduction of mitochondrial superoxide leads to mitochondria damage and dysfunction [22], which is often observed during sepsis, which is a state of acute inflammation and runaway immune response [23, 24]. Despite the previous research into inflammatory and oxidative stress pathways, the molecular mechanisms by which MIC-1 and Brassicaceae ITCs acts to decrease inflammation and oxidative stress are still poorly understood.

Since MICs could mitigate many inflammatory and oxidative processes closely associated with sepsis and acute inflammation, we evaluated the effects of MIC-1 on the LPS-induced mouse sepsis model and investigated molecular mechanisms underlying its wide-ranging and often overlapping anti-inflammatory and anti-oxidative stress activities. The data confirmed our hypothesis that MIC-1 affects nuclear translocation of two key transcription factors involved in anti-oxidative stress and anti-inflammatory cellular defenses—Nrf2 and NF-κB.

## Materials and methods

### Chemicals and reagents

Lipopolysaccharide (LPS, *Escherichia coli* 0111: B4, Sigma). Dulbecco’s modified Eagle’s medium (DMEM), penicillin G, streptomycin, and fetal bovine serum (FBS) from Gibco Inc. (Grand Island, NY).

### Isolation and purification of MIC-1 from MSE

MIC-1 (purity >99%) was prepared as previously reported [6, 7]. Ground moringa seeds were incubated in water at a 1:3 ratio for 2 h at 37°C. Subsequently, ethanol was added at four times the volume of water and then filtered and dried through a rotary evaporator and freeze-dryer. To purify MIC-1, freeze-dried MSE was resuspended in ethanol (200 mg/mL) and sonicated for 30 min. The resuspended extract was then filtered using a 0.2 μm filter before injection in the HPLC. Using a semi-preparative reversed-phase high-performance liquid chromatography system equipped with an ultraviolet detector (HPLC-UV; Waters) monitored at 222 nm, MIC-1 prepared from the filtered extract was eluted using a gradient with initial conditions of 70% solvent A and 30% solvent B for 5 min. Solvent B was increased to 100% over 25 min and maintained for 5 min, returning to initial conditions over 2 min with an 8 min equilibration between injections. MIC-1 was collected, dried by rotary evaporation and subsequent lyophilization. The freeze-dried material was stored at -20°C. MIC-1 was resuspended in ethanol and filtered through a 0.2 μm syringe filter before injection (1 μL) into the LC-MS. Confirmation of MIC-1 identity based on the comparison of retention time, UV spectrum, and MS data of previously prepared standard materials [6].

### Cell culture

RAW264.7 cells (murine macrophage cell line, ATCC, Manassas, VA) were cultured in endotoxin-free DMEM supplemented with 10% FBS (fetal bovine serum), 100 U/mL penicillin, and 100 μg/mL streptomycin. THP-1 (Human monocytes) cell line were cultured in ATCC-formulated RPMI-1640 Medium, Catalog No. 30–2001. To make the complete growth medium, 0.05 mM 2-mercaptoethanol, 10% FBS was added. Cells were incubated at 37°C in a humidified atmosphere containing 5% CO_2_.

### Animals and treatment

C57BL/6 male mice were purchased from Charles River Laboratories (Malvern, PA) and acclimated for one week at 22 ± 2°C in a light/dark cycle of 12 h. Mice were housed two per cage and allowed access to food and water *ad libitum*. Experiments were performed using the approved protocol by the Rutgers University Institutional Animal Care and Use Committee. C57BL/6 male mice were randomly divided into three groups of six animals as follows: Group a: vehicle control group injected with saline; Group b: LPS (10 mg/kg); Group c: MIC-1 (80 mg/kg) gavaged group injected with LPS. Mice were pretreated for 3 d with MIC-1 in 10% DMSO (Sigma-Aldrich, Darmstadt, Germany) via oral gavage before an LPS intraperitoneal injection and then sacrificed at 16 h after treatment for tissue collection.

### Tissue isolation, blood collection, and preparation

At the time of sacrifice, the spleen, liver, kidney, and colon were dissected from each mouse. Individual spleen tissues were weighed (mg). The colons were thoroughly flushed with cold PBS (pH 7.4; supplemented with 1% antibiotics) to remove feces and blood. After pushing out the remaining colon contents with blunt forceps, the colon was opened by longitudinal incision and washed three times in cold PBS (pH 7.4; supplemented with 1% antibiotics) for complete removal of fecal matter, which was used for quantification of gene expression. Blood was collected from each mouse after cardiac puncturing for ELISA.

### Immunofluorescence

For immunofluorescence, RAW264.7 macrophage cells were grown on coverslips, fixed in 4% PFA (15 min, at room temperature, RT), washed (three times) in PBS (5 min, RT), permeabilized (0.5% Triton X-100, 5 min, RT), and incubated for 1 h at RT or 4°C overnight with the primary rabbit polyclonal antibodies Nrf2 (ab 62352) and NF-κB (ab 16502). After incubation, the cells were washed three times in PBS for 5 min at RT, incubated for 1 h at RT with secondary antibodies, washed again, and stained with phalloidin actin (Invitrogen, Carlsbad CA,) and DAPI for 5 min at RT. Imaging was done with the Zeiss LSM 710 Confocal Microscope.

### ELISA

Immunoreactive mouse Tnf-α and mouse IL-6 were quantified using commercially available ELISA kits (R&DSystems, Minneapolis, MN) according to the manufacturer’s instructions.

### RNA sequencing and analysis

RNA was extracted according to the manufacturer’s protocol with the RNeasy Mini Kit. (Qiagen) according to the manufacturer’s protocol and raw sequencing reads (fastq) files were obtained from BGI sequencing. Quantification for the transcript abundances of the RNA-seq samples was performed using a RefSeq transcriptome index for mm9 and through pseudoalignment was done using Kallisto v0.45.0 [25, 26]. The tximport v 1.8.0 [27] package was run in R v3.5.2 to create gene-level count matrices for use with DESeq2 v1.20 [28] by importing quantification data obtained from Kallisto, followed by the use of DESeq2 to generate FPKM values and to call genes as differentially expressed. Genes with FPKM>1, a commonly used minimal expression threshold, were used for further analysis. The Morpheus heat mapping software from the Broad Institute (https://software.broadinstitute.org/morpheus). was then used to display the relative transcription levels of the genes of interest by using normalized FPKM values. Gene Ontology analysis was performed to functionally annotate biological processes using DAVID v6.8 [29]. All RNA-seq data of this study have been deposited in GEO (GSE155738).

### RNA extraction and quantitative real-time PCR

Quantitative real-time PCR was performed using a Bio-Rad sequence detection system with a 15 μL reaction mixture containing 0.5 μM forward and reverse primers, Power SYBR Green PCR Master Mix (Applied Biosystems), and template cDNA. GAPDH was used as an internal control amplified in the same PCR assay. The quantitative PCR primers used in this study are listed in S1 Table.

### Chromatin immunoprecipitation

ChIP assays were performed primarily as previously reported [30, 31]. The chromatin solution was precleared with salmon sperm DNA/protein A-agarose 50% gel slurry (Millipore, Burlington MA) for 45 min at 4°C. The solution was then incubated with the 10 μg NF-κB antibody (ab16502) overnight at 4°C. As a control, samples were immunoprecipitated with nonimmune rabbit IgG (Millipore). After immunoprecipitation, the DNA–protein complex was collected with 60 μL protein A–agarose beads for 1 h. The beads were sequentially washed once with low salt, high salt, and LiCl, then washed twice with 10 mM Tris (pH 8)/1 mM EDTA buffers. The DNA–protein complex was eluted from the beads with a 250 μL elution buffer (1% SDS and 0.1 M NaHCO3). DNA and protein complex were reverse cross-linked at 65°C for 4 hours in high-salt conditions. Proteins were digested using proteinase K treatment for 1 h at 45°C. The DNA was extracted with phenol/chloroform/isoamyl alcohol, precipitated with 70% ethanol, and finally resuspended in 80 μL PCR-grade water. The ChIP quantitative PCR primers used in this study are listed in S1 Table.

### Determination of intracellular reactive oxygen species

The intracellular ROS was determined by the fluorescence of 2’, 7’-dichlorofluorescein (DCFH2-DA) [32]. Macrophage cells were seeded into 24-well cell culture plates at a concentration of 5 ×10^4^ cells/well and cultured for 24 h. Thereafter, cells were treated with MIC-1 (10 μM) along with and without lipopolysaccharide (LPS) (1 μg/mL) for 24 hours. Subsequently, cells were washed with PBS, incubated with 10 μM DCFH-DA at 37°C for 30 min, washed with PBS again, and imaged with a fluorescence microscope (FSX100, Olympus). ImageJ software was used for quantification for mean fluorescence intensity.

### Determination of mitochondrial superoxide

The mitochondrial superoxide level was determined by the fluorescence of the MitoSOX Red fluorescence stain [33]. Macrophage cells were seeded into 24-well cell culture plates at a concentration of 5 × 10^4^ cells/well and cultured for 24 hours. After that, cells were treated with MIC-1 (5 μM & 10 μM)) or MIC-1 and LPS (1 μg/mL) for 24 hours, washed with PBS, incubated with 5 μM MitoSOX Red for 30 min, and then again washed twice with PBS. After washing with PBS, the fluorescence intensity of the cells was visualized with fluorescence microscopy. ImageJ software was used to quantitate mean fluorescence intensity.

### Detection of mitochondrial membrane potential

Mitochondrial membrane potential (MMP) was determined with the fluorescent dye Rh-123 staining method, as reported earlier [34]. Macrophage cells were seeded into 24-well cell culture plates at a concentration of 5 × 10^4^ cells/well and cultured for 24 h. After that, cells were treated with MIC-1 (10 μM) with or without LPS (1 μg/mL) for 24 h. Cells were washed with PBS and stained with 10 μM of Rh-123 at 37°C for 30 min in the dark. After washing with PBS, the fluorescence intensity of the cells was visualized with fluorescence microscopy. The ImageJ software was used to quantitate mean fluorescence intensity.

### Statistical analysis

The results are expressed as mean standard deviation (SD) of three experiments. Significant differences in the mean values were evaluated by one-way analysis of variance or Student’s t-test using GraphPad (GraphPad, La Jolla, CA). Differences were considered statistically significant at p < 0.05.

## Results

### Transcriptome analysis of MIC-1 effects in macrophages

To understand the molecular mechanisms of MIC-1 action, we performed a transcriptome analysis in Raw 264.7 murine macrophages treated with LPS, LPS + MIC-1, and solvent controls (Fig 1A). 

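RAW264.7 is a macrophage-like mouse cell line, and LPS is the component of the outer membrane of Gram-negative bacteria that activates these cells. The deposited values cover 9 RNA-seq libraries of RAW264.7 cells, 3 control, 3 LPS and 3 LPS+MIC-1. The columns of the deposited table carry the treatment but no replicate number, so libraries are numbered here within each treatment by their order in the table. The heat map of Fig 1C has 8 columns, with 2 LPS libraries. The correlations between its columns, read from the colours for the 28 pairs of columns, were matched to those of the deposited values with each choice of 2 LPS libraries. They matched with LPS libraries 1 and 3 (r = 0.997 over the pairs of columns) and less with libraries 1 and 2 (0.449) or 2 and 3 (0.447). LPS library 2 is therefore the library the paper did not use, and the paper gives no reason for leaving it out. Values are given first for the paper's 8 libraries and then for all 9. The paper gives a MIC-1 concentration of 10 µM for these cultures, whereas the sample labels give 80 mg/kg MIC-1 and 10 mg/kg LPS, the doses of the mouse experiment. The paper's text does not name the LPS concentration of the sequenced cultures; its other macrophage assays used 1 µg/mL. The authors pseudoaligned the reads to RefSeq transcripts of the mm9 mouse genome with Kallisto, summed them per gene with tximport and deposited FPKM values computed with DESeq2. Low FPKM values were whole multiples of the value of 1 read for 92.0 to 94.5% of the genes examined. From these steps the depth was estimated at 20.7, 19.1 and 20.1 M reads for the control libraries, 19.4, 19.2 and 20.4 M for the LPS libraries and 19.3, 19.5 and 16.2 M for the LPS+MIC-1 libraries. The FPKM values summed to between 557136 and 592848 in the control libraries and between 647770 and 652486 in the LPS+MIC-1 libraries. In the LPS libraries the sums were 1137533, 598270 and 1132904. Libraries 1 and 3 of each treatment were close to each other. Over genes with 500 to 2000 reads, their squared differences were 2.04 (control), 2.45 (LPS) and 1.69 (LPS+MIC-1) times the sampling variance, against 8.96 to 200 times for the pairs with library 2. Each of these distances exceeds the value of 1 that sampling alone gives, and the libraries were counted separately. Preparation could add this excess, so the distances do not show that the close libraries are separate cultures. The 2 LPS libraries of the paper's 8 are such a close pair, and the comparisons with LPS over the 8 libraries rest on it. Genes with a mean FPKM above 1 over the 9 libraries were tested, 9905 in all, with limma on log2(FPKM + 0.5). Log2FC values are on this scale, which understates the change of genes with low FPKM. The threshold was that of the paper, an adjusted p-value below 0.01 and an absolute Log2FC above 1.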

A differential expression analysis was conducted with DEseq2 for each pairwise sample group comparison, and the resulting genes that exhibited an absolute value of Log2FC > 1, average fragments per kilobase reads per million (FPKM) value per gene > 1, and adjusted P-value < 0.01 were further considered for k-means clustering analysis to identify clusters of genes exhibiting common responses to these treatments (Fig 1B). 

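Over the paper's 8 libraries, limma with Benjamini-Hochberg adjustment called 3386 of the 9905 genes between LPS and control, 1610 higher and 1776 lower with LPS. Between LPS+MIC-1 and LPS it called 2310 genes, 1121 higher and 1189 lower with MIC-1, and between LPS+MIC-1 and control 1560 genes, 748 higher and 812 lower. A total of 4366 genes passed in at least 1 of the 3 comparisons. The median standard error of the Log2FC was 0.122 in the comparisons with LPS and 0.109 between LPS+MIC-1 and control. Over all 9 libraries, 0 genes passed between LPS and control (smallest adjusted p = 0.0777, limma), while 1901 genes with an absolute Log2FC above 1 had an unadjusted p-value below 0.05, 955 higher and 946 lower. LPS+MIC-1 against LPS then gave 383 genes, 204 higher and 179 lower, and LPS+MIC-1 against control 554 genes, 324 higher and 230 lower. The union fell to 697 genes, and the median standard error rose to 0.229. LPS library 2 lay at the level of the controls. Over the 32 tested genes of a list of inflammatory response genes, the median difference in log2 from the mean of the controls was 3.61 in LPS library 1, 0.365 in library 2 and 3.68 in library 3. The chemokine gene Ccl5 was at 24670, 115 and 25370 FPKM in LPS libraries 1, 2 and 3, and at 46.7, 101 and 90.4 FPKM in the controls. The FPKM ranges of LPS and control did not overlap for 8480 genes (85.6%, where chance gives 20%) over the 8 libraries and for 3294 genes (33.3%, where chance gives 10%) over the 9. Between LPS+MIC-1 and LPS this held for 7951 (80.3%) and 3576 (36.1%) genes. The chance levels take all libraries as separate cultures. If the close libraries came from 1 culture, chance would give a larger share, so these levels may be too low. Leaving out LPS library 2, which gives the counts of the paper's 8 libraries, moved the counts of the 9 libraries between LPS and control most, from 0 to 3386. Averaging the close libraries 1 and 3 as 1 sample, an alternative chosen after seeing the data, gave 0 genes in each comparison of the 9 libraries. Over the 8 libraries no minimum fold change moved the counts most, to 6344, 5391 and 4551 genes. Of the genes called over the 8 libraries, 47.5% were higher between LPS and control and 48.5% between LPS+MIC-1 and LPS. With FPKM rescaled to the same sum in every library, also chosen after seeing the data, these shares became 9.8% and 93.1%, and the median Log2FC of all genes moved from -0.02 to -0.93 and from 0.01 to 0.74. Over the 9 libraries the share higher between LPS+MIC-1 and LPS went from 53.3% to 86%. At the same threshold, the authors' deposited table of DESeq2 comparisons gives 757 genes between LPS and control, 745 higher and 12 lower. For LPS+MIC-1 against LPS the authors' deposited table gives 955 genes, 364 higher and 591 lower, and for LPS+MIC-1 against control 1226, 650 higher and 576 lower. The union of the 3 comparisons in the authors' deposited tables is 2145 genes. These deposited comparisons appear to include LPS library 2, so their counts stand beside those of the 9 libraries. For Srsf3 the deposited log2 fold change with LPS is -1.80. The ratio of its mean FPKM over the 9 libraries (0.287) gives this value, and that over the 8 (0.0235) does not.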

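The 4366 genes called over the 8 libraries were grouped into 7 clusters by k-means on the z-score of each gene's FPKM across the libraries, with 50 random starts. The largest cluster had 1089 genes, with a mean z-score of -0.49 in control, 1.56 in LPS and -0.55 in LPS+MIC-1. A cluster of 607 genes was also highest with LPS, with mean z-scores of -0.99, 1.29 and 0.13 in the same order. The cluster of 912 genes was high in control only (1.15, -0.86 and -0.58), and in that of 702 genes the fall with LPS was partly undone with MIC-1 (0.86, -1.40 and 0.07). The cluster of 450 genes was highest with LPS+MIC-1 (-0.86, -0.31 and 1.07), as was that of 421 genes (0.07, -1.37 and 0.84). The remaining 185 genes were lowest with LPS+MIC-1 (0.79, 0.46 and -1.09). The 2 clusters highest with LPS held 1696 genes, 38.8% of those clustered. Clustering the genes that pass in the authors' deposited table of comparisons moved this number most among the choices set in advance, to 828. Over all 9 libraries, 697 genes were clustered and 1 cluster, with 97 genes (13.9%), was highest with LPS (-0.05, 1.04 and -1.00). With the genes of the authors' deposited tables, 756 genes lay in such clusters. Without LPS+MIC-1 library 3 the number over the remaining libraries was 6, and without LPS library 2 it was 1696.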

Seven k-means clusters were obtained from this list of 4,698 genes. 

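Of the 1610 genes raised by LPS over the paper's 8 libraries, 846 (52.5%) were lowered when MIC-1 was added, and 708 (39.9%) of the 1776 genes lowered by LPS were raised. The set raised further with MIC-1 had 37 genes, and the set lowered further had 4. Among the 1696 genes of the clusters highest with LPS, 1467 were raised by LPS, 1074 were lowered by MIC-1 and 846 were both. The 2 comparisons share the LPS libraries, so an error in these moves a gene in opposite directions in them. In 100 simulated sets the change with LPS was kept and MIC-1 had no effect. Noise was drawn for each gene on its own, so an error shared by many genes of a library was not simulated. At most 1 gene was raised and then lowered in these sets. The correlation of the 2 Log2FC values across genes, which are not independent replicates, was -0.68, against a mean of -0.10 and a lowest value of -0.13 in the simulated sets. With LPS library 2 included, 0 genes passed in both comparisons. With an unadjusted p-value below 0.05 in each and the same fold change, 212 genes were raised and then lowered, against a mean of 23.3 and a maximum of 35 in the simulated sets, and the correlation across genes was -0.36 against a mean of -0.19 and a lowest value of -0.24. With FPKM rescaled to the same sum, 170 genes were raised and then lowered over the 8 libraries. Ccl5, on chromosome 11 of mm9 from 83339280 to 83344020 (minus strand), had the largest rise with LPS, with a Log2FC of 8.37 (standard error 0.41, limma adjusted p = 2.27e-06). With MIC-1 it fell from 25020 ± 494 FPKM (SD, n = 2) to 381 ± 140 FPKM (SD, n = 3), a Log2FC of -6.11 (standard error 0.41, limma adjusted p = 1.2e-05). Over the 9 libraries these Log2FC values were 5.78 and -3.53, with limma adjusted p-values of 0.0777 and 0.199. Cxcl11, another chemokine gene (chromosome 5, 92788570 to 92794511), fell from 40.3 ± 0.0624 FPKM (SD, n = 2) to 0.458 ± 0.187 FPKM (SD, n = 3), a Log2FC of -5.43 (standard error 0.19, limma adjusted p = 1.49e-06) over the 8 libraries and of -4.46 (0.71, adjusted p = 0.00536) over the 9. This call over the 9 libraries was lost when any library other than LPS library 2 was left out. The largest falls with MIC-1 were those of the heat shock genes Hspa1b (Log2FC -6.50) and Hspa1a (-6.18), neighbours on chromosome 17 whose near-identical sequences the authors' pseudoalignment could have split in either way; their summed FPKM with LPS+MIC-1 was 0.00772 times that with LPS. Over the 9 libraries neither passed (-4.65 and -4.25, limma adjusted p = 0.0409 and 0.0595). The microRNA gene Mir1938 followed (6.66 with LPS and -6.13 with MIC-1). In each of these genes the FPKM ranges of the 8 libraries did not overlap in either comparison (exact permutation test, two-sided, p = 0.1, the smallest that 2 against 3 libraries allow). The other large rises with LPS were in Csf3 (8.08), Lcn2 (7.30) and Il1a (6.81), and the largest falls in Srsf3 (-5.18), Plk1 (-4.57), Cdc20 (-4.54), Ccnb2 (-4.53) and D1Ertd622e (-4.49). The largest rises with MIC-1 were in Mir763 (5.30), Stfa3 (4.75), Gm5483 (4.64), Gm5416 (4.62) and S100a8 (4.30). Among all 9 libraries the largest rises with MIC-1 past the threshold were in Stfa3 (5.81), Gm5416 (5.62), S100a8 (5.33), Il1f9 (4.79) and Mmp8 (4.38), and after Cxcl11 the largest falls were in Psrc1 (-4.36), Gadd45g (-3.77), Sdc1 (-3.68) and Pltp (-3.66). The calls of Psrc1, Gadd45g and Sdc1, like that of Cxcl11, were lost when any library other than LPS library 2 was left out (for example without LPS library 1, where they were -3.84, -3.37 and -3.25). Without LPS+MIC-1 library 1, 2 or 3 the calls of Stfa3 (5.75, 5.91 and 5.78), Gm5416 (5.82, 5.16 and 5.87), S100a8 (5.36, 5.34 and 5.29) and Il1f9 (4.97, 4.48 and 4.92) were lost. So were, with the Log2FC unchanged, those of Gm5416, S100a8 and Il1f9 without control library 1 and of Gm5416 and S100a8 without control library 3, and that of Gm5416 without LPS library 1 (6.00). Those of Mmp8 and Pltp held, but with only the 2 groups compared in the fit all of these calls were lost. The stefin-like genes Stfa3, Gm5483 and Gm5416 lie together on chromosome 16, and reads could have been shared between them. With LPS over the 9 libraries the smallest p-values, none past the threshold, were those of 2310021P13Rik (0.70), Sema4d (1.98) and Rnu73a (2.35) among the genes that rose, and of Wdr76 (-1.31), D630023F18Rik (-2.75) and R3hcc1 (-1.21) among those that fell. Without LPS library 2 all 6 had an adjusted p-value below 0.01.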

Clusters III and V were particularly interesting, as these 515 genes were activated in the LPS treatment and subsequently repressed in the MIC-1 treatment (Fig 1C). 

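Lists of genes for 15 processes were fixed in advance of the analysis and tested over all tested genes with camera, a competitive test run with its preset correlation of 0.01 between genes. Between LPS and control over the paper's 8 libraries, 6 of the 15 lists passed an adjusted p-value of 0.05. The inflammatory response list had a median Log2FC of 3.64, with 27 of 32 genes higher (camera adjusted p = 9.17e-05), the neutrophil chemotaxis list 2.58, with 17 of 19 higher (0.000147), and the list for the response to lipopolysaccharide 1.62, with 22 of 27 higher (0.0036). The NF-κB target list (1.28, camera adjusted p = 0.0197) and the integrated stress response list (0.87, 0.0249) also rose, and the cell cycle list fell, with 18 of 18 genes lower. All 6 calls held with fry, a rotation test, and none with the correlation estimated from the data. Between LPS+MIC-1 and LPS over the 8 libraries, 0 lists passed with camera and 2 had an unadjusted camera p-value below 0.05, the Nrf2 targets (0.00419) and the heat shock genes (0.0251). The inflammatory response list had a median Log2FC of 0.43, with 19 genes higher and 13 lower (camera adjusted p = 0.622). Past the threshold for single genes, 11 of its genes were higher and 7 lower, both over all genes tested and adjusted over the list alone. The neutrophil chemotaxis list had a median of 0.56 (11 of 19 higher, camera adjusted p = 0.622), with 8 genes raised and 6 lowered in both adjustments. For the response to lipopolysaccharide the median was 0.37 (14 of 27 higher, 0.824), with 7 genes raised and 5 lowered, and for the response to oxidative stress 0.35 (12 of 22 higher, 0.622), with 10 raised and 1 lowered, again in both adjustments. The rotation test called 3 lists, the response to oxidative stress (adjusted p = 0.0207), the Nrf2 targets (0.0207) and, lower with MIC-1, the heat shock genes (0.000465). In the fit of all 9 libraries, 10 lists passed between LPS and control and 6 between LPS+MIC-1 and LPS, where all 6 were higher with MIC-1. Among them the inflammatory response list had a median of 0.86 (camera adjusted p = 0.0214), with 3 genes raised and 0 lowered over all genes tested and 6 and 1 adjusted over the list alone. The neutrophil chemotaxis list had a median of 1.73 (0.0215; 4 genes raised over all genes tested and 5 adjusted over the list alone) and the response to oxidative stress 0.85 (0.0215; 8 raised in both). Of the 6 calls, those of oxidative stress, Nrf2 targets and integrated stress response held with the rotation test, and none of the 10 or the 6 held with the estimated correlation. Without LPS library 2 the 6 became 0. Membership of the lists among the 846 genes raised by LPS and lowered by MIC-1, 8.54% of the 9905 genes, was also tested, a choice made after seeing the data. The set held 6 of the 19 neutrophil chemotaxis genes (Fisher's exact test, one-sided, adjusted p = 0.0351 over the lists) and 5 of the 14 for the positive regulation of angiogenesis (0.0351). LPS had raised 14 of the 19 (adjusted p = 2.92e-07) and 9 of the 14 (0.000213), and of all 1610 genes raised by LPS 846 were then lowered, against 6 of the 14 and 5 of the 9, so the test against all genes reflects the rise with LPS. For the inflammatory response the set held 5 of 32 (0.399), for the response to lipopolysaccharide 3 of 27 (0.876) and for oxidative stress 1 of 22 (0.946). The 37 genes raised by LPS and raised further with MIC-1, 0.374% of those tested, held 6 of the 32 inflammatory response genes (Fisher's exact test, one-sided, adjusted p = 2.25e-08) and 4 of the 19 neutrophil chemotaxis genes (4.6e-06), tested against all genes and not against those raised by LPS, which were 20 of the 32 and 14 of the 19.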

Gene ontology (GO) analysis of these MIC-1 repressed genes are consistent with MIC-1 suppressing the immune response to LPS treatment, response to lipopolysaccharides, neutrophil chemotaxis, and oxidative stress (Fig 1D). These results suggest that MIC-1 decreases inflammation via inflammation and immunity and oxidative stress pathways in LPS-induced macrophages.

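The gene of tumor necrosis factor, Tnf (chromosome 17 of mm9, 35336326 to 35338952, minus strand), was at 165, 330 and 163 FPKM in the control libraries, 238, 344 and 238 in the LPS libraries and 719, 658 and 710 in the LPS+MIC-1 libraries. Over the paper's 8 libraries its mean was 219 ± 96.1 FPKM (SD, n = 3) in control, 238 ± 0.00908 (SD, n = 2) with LPS and 696 ± 32.7 (SD, n = 3) with LPS+MIC-1. The difference with LPS did not pass (Log2FC 0.20, standard error 0.28, limma adjusted p = 0.531), but without control library 2, which had 330 FPKM, it was 0.54 and passed 0.01. With median of ratios it was 0.22. With FPKM rescaled to the same sum, chosen after seeing the data, it was -0.79, a shift that this scaling gives to all genes together. With MIC-1 Tnf was higher than with LPS alone (Log2FC 1.54, standard error 0.28, adjusted p = 0.00173; the ranges did not overlap, exact permutation p = 0.1). When all 9 libraries were used the Log2FC with MIC-1 was 1.37 (0.28, limma adjusted p = 0.0147), which passed 0.01 without LPS library 2 or without control library 2. The interleukin gene Il6 (chromosome 5, 30339701 to 30346508) was listed at 0, 0.139 and 0 FPKM in control, 5.45, 0.418 and 6.37 with LPS and 59.0, 15.5 and 59.6 with LPS+MIC-1. Its Log2FC over the 8 libraries was 3.56 with LPS (standard error 0.53, limma adjusted p = 0.000475) and 2.59 with MIC-1 (0.53, 0.00326; exact permutation p = 0.2), the latter no longer past 0.01 without LPS+MIC-1 library 1 (2.28). Over the 9 libraries the change with MIC-1 was 3.53 (0.81, limma adjusted p = 0.021). In the authors' deposited DESeq2 comparison, which appears to include LPS library 2, the rises of Tnf and Il6 passed 0.01 (Wald test, adjusted p = 0.000243 and 0.00297). Il1b (chromosome 2, 129190306 to 129196875) was at 2.00, 5.83 and 1.84 FPKM in control, 214, 4.87 and 227 with LPS and 635, 81.7 and 664 with LPS+MIC-1. It rose with LPS over the 8 libraries (Log2FC 6.05, standard error 0.89, limma adjusted p = 0.000443), and its change with MIC-1 did not pass (0.56, 0.89, 0.594; over the 9 libraries 2.35, 1.47, 0.272). Ptgs2, which encodes cyclooxygenase-2 (chromosome 1, 151947254 to 151955140), was at 31.4 ± 2.31 FPKM (SD, n = 3) in control, 482 ± 6.34 (SD, n = 2) with LPS and 1234 ± 263 (SD, n = 3) with LPS+MIC-1. Its Log2FC with MIC-1 was 1.33 (standard error 0.17, limma adjusted p = 0.000279) over the 8 libraries and 2.64 (0.93, 0.0773) over the 9. Nos2, the inducible nitric oxide synthase gene, rose with LPS (4.80, limma adjusted p = 5.29e-05) and changed with MIC-1 by -0.84 (standard error 0.48, 0.153) over the 8 libraries and by 0.45 (1.00, 0.766) over the 9, where leaving out LPS library 2 changes the sign. Among the genes of the NF-κB pathway over the 8 libraries, Rela changed by 0.64 with MIC-1, Nfkb1 by 0.67 and Nfkbia by -0.29. From the enriched terms of the genes in its clusters III and V, the paper proposes that MIC-1 lowers inflammation in LPS-treated macrophages through pathways of inflammation, immunity and oxidative stress.

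**Figure D1:**
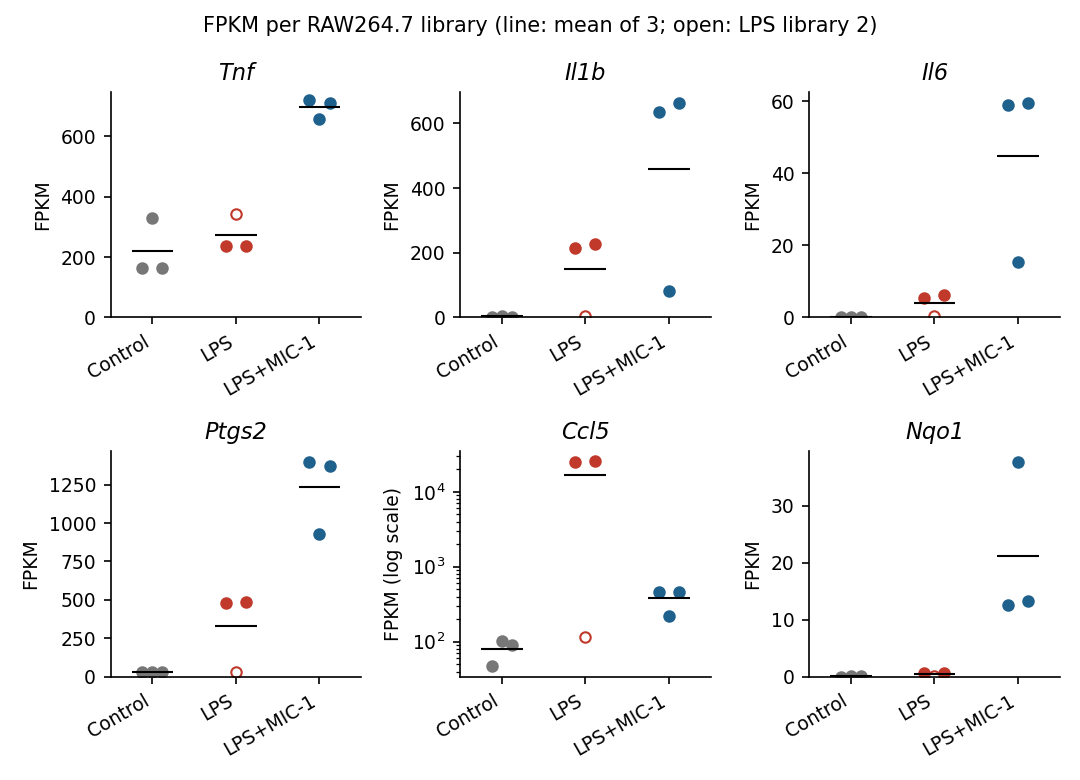
FPKM (vertical axes, logarithmic for Ccl5) of Tnf, Il1b, Il6, Ptgs2, Ccl5 and Nqo1 in the RAW264.7 libraries by treatment (horizontal axes). Points are libraries, lines the means of 3 libraries and the open point LPS library 2; for Tnf the LPS+MIC-1 libraries lie between 658 and 719 FPKM and the LPS libraries between 238 and 344.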

**Fig 1:**
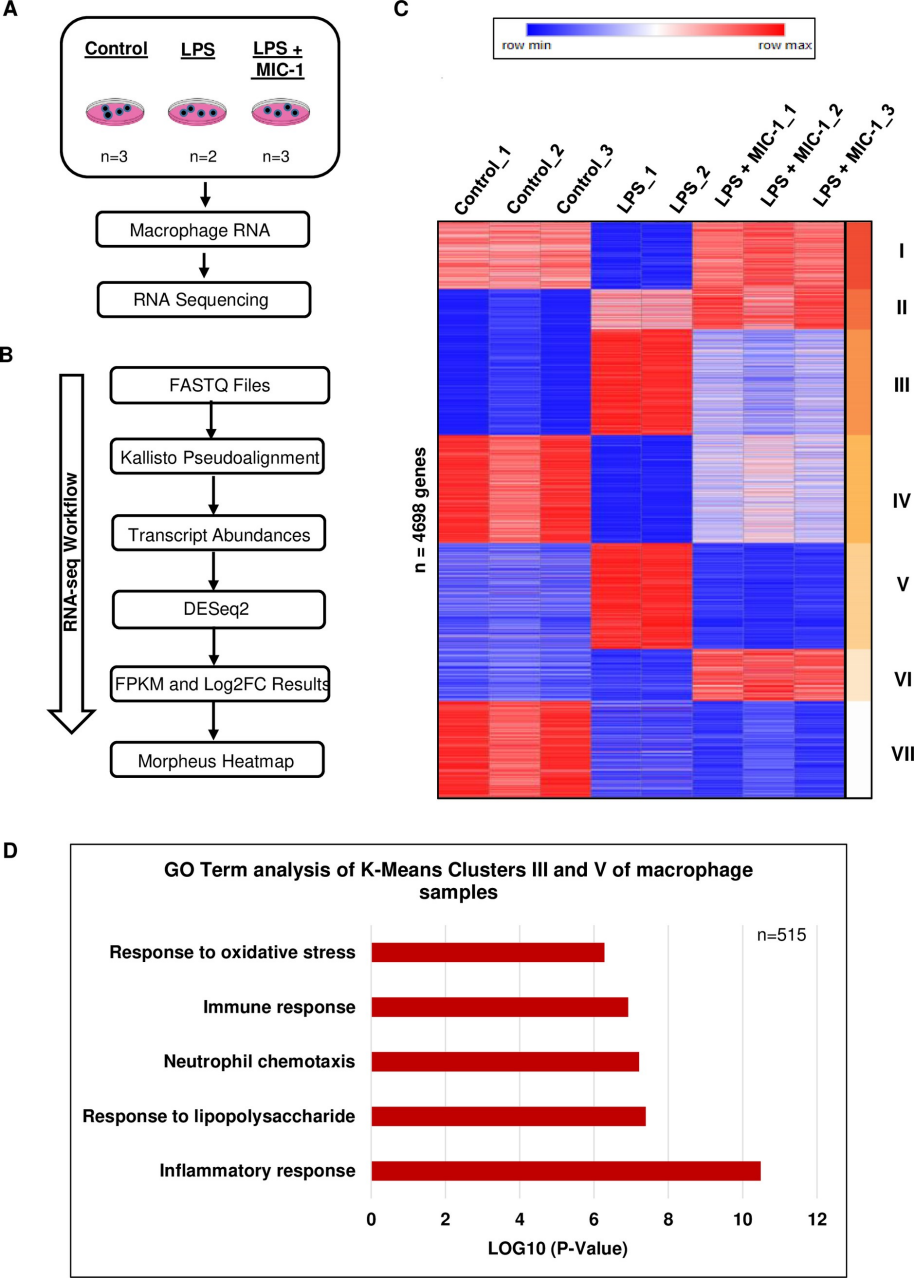
Transcriptome analysis of RAW264.7 murine macrophages. (A) Schematic workflow of RNA sequencing with control, lipopolysaccharide (LPS), LPS+10 μM MIC-1 samples. (B) RNA-seq workflow of transcriptome analysis on Raw 264.7 macrophages. (C) Transcript abundances were obtained from eight Raw 264.7 mouse macrophage samples with three control replicates, two LPS replicates, and three LPS replicates treated with 10 μM of MIC-1. DESeq2 v1.20.0 was used to generate Log2FC values of the following treatments using the transcript abundances: control vs. LPS, control vs. LPS+10 μM MIC-1, and LPS vs. LPS+10μM MIC-1. An FPKM table was outputted with the intersection, removing duplicates, of genes filtered for the absolute value of Log2FC > 1, average FPKM value per gene > 1, and adjusted P-value < 0.01 from the three aforementioned Log2FC comparisons. Using Morpheus, a heat mapping software provided by the Harvard Broad Institute, seven k-means clusters were obtained from the gene list of 4,698 genes based on the same FPKM table adjusted through z-score standardization and Euclidean distance correlation. (D) Gene ontology analysis using DAVID v6.8 functional annotations (biological process) was conducted on genes (n = 515) from k-means clusters III and V of the heatmap in Fig 1C.

### MIC-1 inhibits LPS-induced acute inflammation in mice

Mice were gavaged with 80 mg/kg MIC-1 or vehicle control for three days before the intraperitoneal injection of LPS (10 mg/kg) or saline solution and sacrificed 16 h post-injection, when their blood, livers, kidneys, spleens, and colons were collected (Fig 2A). MIC-1 decreased tumor necrosis factor-alpha (Tnf-α) and interleukin 6 (IL-6) levels in LPS-induced blood serum by 1.5 and 1.8-fold, respectively (Fig 2B and 2C). Spleen enlargement caused by the activation of the immune system is a common manifestation of bacterial sepsis [35]. MIC-1 reduced the spleen weight in the LPS-treated mice by 43% compared to the LPS treatment alone (S1A and S1B Fig). MIC-1 decreased the expression of Tnf-α (75%), Ifn-α (80%), IL-1β (82%), and IL-6 (76%) in LPS-induced spleen tissue (Fig 2D). The expression of Tnf-α (40%), Ifn-α (38%), IL-1β (46%), and IL-6 (24%) was also decreased in LPS-induced liver tissue in the MIC-1 treatment (Fig 2E). MIC-1 also decreased the Tnf-α (64%), Ifn-α (63%), IL-1β (75%), and IL-6 (77%) expression in LPS-induced kidney tissue (Fig 2F) and decreased the Tnf-α (56%), Ifn-α (30%), IL-1β (78%), and IL-6 (48%) expression in LPS-induced colon tissue (Fig 2G). Overall, MIC-1 treatment was effective in suppressing the LPS-induced expression of inflammatory markers (Tnf-α, Ifn-α, IL-1β, IL-6) in the spleen, liver, kidney, and colon (Fig 2D–2G). These results indicate that MIC-1 systemically suppresses inflammation and sepsis-associated markers in the LPS-treated mice.

**Fig 2:**
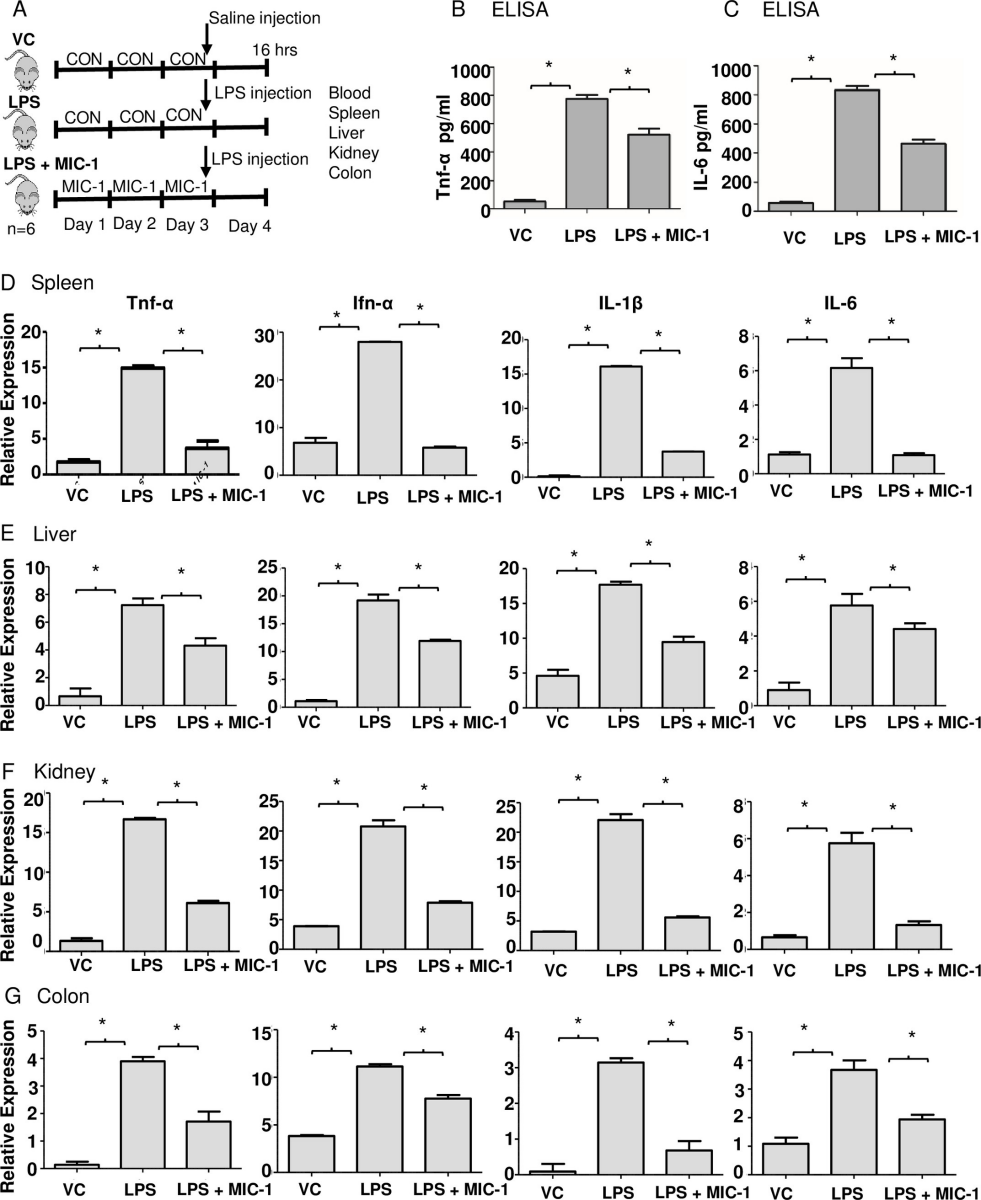
MIC-1 ameliorates LPS-induced sepsis/inflammation. (A) Schematic representation of the experimental design. Male C57BL/6 mice (n  =  18) were randomly divided into three groups: vehicle control (10% DMSO); LPS (10 mg/kg); LPS (10 mg/kg) + MIC-1 (80 mg/kg). LPS or saline control treatment was given after 3 d of gavaging MIC-1, and blood and organs collected after 16 h post LPS administration (n = 6). The levels of serum Tnf-α (B) and IL-6 (C) were determined using ELISA kits (n = 6). Tnf-α, Ifn-α, IL-1β, and IL-6 mRNA levels in the spleen (D), liver (E), kidney (F), and colon (G) measured with qPCR. Error bars indicate ± S.D. (n = 6). * indicates the data was significant at *P* ≤ 0.05.

### Transcriptome analysis of MIC-1 effect in the LPS-induced liver

The liver plays a major role in host response to sepsis, participating in the clearance of the infectious agents and breakdown products (17). Accordingly, liver dysfunction induced by sepsis contributes to disease severity (17, 18). We performed a transcriptomic analysis of liver tissue (Fig 3A) obtained from nine mice: three controls, three LPS-treated, and three LPS + MIC-1-treated. 

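The liver table holds FPKM values of 9 libraries, 1 per mouse, from 3 control mice, 3 given LPS and 3 given LPS and MIC-1. The paper gives 80 mg/kg MIC-1 by gavage for 3 days, 10 mg/kg LPS by injection and collection 16 h later; the design text of the series gives 10 µM MIC-1, a culture concentration, for the LPS+MIC-1 livers. The legend of Fig 3 states 6 mice per group for its experiment and the text 3 sequenced per group. Within each group libraries are numbered by their order in the deposited table, whose columns have no replicate number. The authors made these values as they did those of the macrophages. Low values were whole multiples of 1 read for 80.4 to 93.7% of genes, and the depth estimated from them was 9.72, 4.39 and 4.27 M reads in the control libraries, 17.1, 11.0 and 16.9 M in the LPS libraries and 17.3, 12.9 and 16.7 M in the LPS+MIC-1 libraries. More of the tested genes were listed at 0 in the controls, 256, 473 and 571 against 83, 249 and 89 with LPS. Whether the lower depth of the controls was the cause was not tested. Among 9709 genes with a known length, LPS library 1 thinned to the reads of LPS library 2 had 45 at 0 (43 before). LPS library 2 itself had 196, so depth did not account for the zeros there. Control libraries 2 and 3, LPS library 2 and LPS+MIC-1 library 2 departed from the other libraries of their groups in the same way. The departures of LPS library 2 and LPS+MIC-1 library 2, which share no library, were correlated across genes, which are not independent replicates. The correlation was 0.318 over 10147 genes and 0.334 over the 1651 genes with an unadjusted p-value above 0.5 for LPS. Over the 2493 genes changed by LPS it was only 0.0992. Over these 2493 genes the correlation with the departures of control libraries 2 and 3 was 0.351 for LPS library 2. For LPS+MIC-1 library 2 it was 0.215. The labels give no batch, so this split was taken from the data and used as a batch of 4 against 5 libraries, each holding libraries of all 3 groups. LPS+MIC-1 libraries 1 and 3 differed by 2.5 times the sampling variance and were counted as separate mice; the other pairs within groups differed by 6.76 to 108 times. The test was the one used for the macrophages, over the 10147 genes with a mean FPKM above 1, with an adjusted p-value below 0.05 and an absolute Log2FC above 1. The paper's threshold has the same numbers and names a P-value without saying whether it was adjusted. The authors' deposited comparisons give the paper's 2097, 107 and 147 genes at an unadjusted p-value, so the paper's counts are unadjusted. With 3 against 3 libraries the smallest exact two-sided p is 0.1.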

We focused on two comparisons to understand the response to LPS and the potential activities of MIC-1 in this tissue: 1) control samples vs LPS-treated samples and 2) LPS-treated samples versus LPS + MIC-1-treated samples. We found 2,097 upregulated genes (P-value < 0.05 and > 1.0 absolute log2-fold change) after LPS treatment (Fig 3B). 

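Between LPS and control livers, limma called 2493 of 10147 genes, 1356 higher and 1137 lower with LPS, at a median standard error of the Log2FC of 0.288. At an unadjusted p-value below 0.05 and the same fold change there were 2882 genes, 1600 higher and 1282 lower. In the authors' deposited table of DESeq2 comparisons, an unadjusted p-value below 0.05 and an absolute Log2FC above 1 give 2097 higher and 1968 lower genes. Of the alternatives, leaving out LPS library 3 moved the main counts most, to 657 higher and 570 lower. The higher genes were 801 without LPS library 1, 872 without control library 3 and 1929 without LPS library 2, and the lower genes 671 without LPS library 1, 743 without control library 2 and 1581 without LPS library 2. Rescaling FPKM to the same sum in every library, chosen after seeing the data, gave 797 higher and 1851 lower genes and moved the share of higher genes from 54.4% to 30.1%; with median-of-ratios scaling it was 48.1%. The median Log2FC of all genes was 0.15 with the deposited values and -0.18 with the same sum. With a term for the batch of 4 libraries both counts stayed within 1.5 times the main ones. The ranges of LPS and control did not overlap for 4564 genes (45%, where chance gives 10%). Among the genes whose ranges did not overlap, the largest rises were those of Crybb3 (Log2FC 6.79, standard error 1.18, limma adjusted p = 0.00547), S100a9 (6.27, 0.40, 0.000204), Cidec (6.26), Saa3 (6.23) and Lcn2 (6.21). S100a9, on chromosome 3 of mm9 from 90496554 to 90499643, went from 0.15 ± 0.259 to 48.3 ± 11.3 FPKM (SD, n = 3 each). The largest falls were in Hamp2 (-7.12, standard error 0.44, limma adjusted p = 0.000204), from 441 ± 43.1 to 3.19 ± 2.17 FPKM (SD, n = 3 each), Hsd3b5 (-5.93), 1500017E21Rik (-5.57), Aqp8 (-5.56) and Oxt (-5.12).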

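The 15 lists of genes were tested between LPS and control livers with camera, and 10 passed an adjusted p-value of 0.05. The acute phase list moved most, with a median Log2FC of 3.97 and 20 of 20 genes higher (camera adjusted p = 5.46e-09), and all 20 genes passed the threshold for single genes over all genes tested and adjusted over the list alone. The interferon response list had a median of 1.84 (25 of 26 higher, 3.54e-08; 16 genes raised in both adjustments), the NF-κB target list 1.63 (19 of 19 higher, 3.63e-07; 11 raised over all genes tested and 13 adjusted over the list alone) and the neutrophil chemotaxis list 1.94 (15 of 17 higher, 7.95e-07; 13 raised in both). The list for the response to lipopolysaccharide rose by 1.76 (16 of 19 higher, camera adjusted p = 4.5e-06; 14 raised in both) and the inflammatory response list by 1.90 (21 of 24 higher, 7.58e-05; 13 raised in both). The apoptotic process list (0.91, 18 of 22 higher; 8 raised over all genes tested and 9 adjusted over the list alone), the positive regulation of angiogenesis (1.77, 14 of 18 higher) and the integrated stress response (1.29, 11 of 12 higher) each had a camera adjusted p-value of 0.0134. Cholesterol biosynthesis fell, with a median of -0.58 and 11 of 14 genes lower (0.00164). The lists for oxidative stress (0.87, camera adjusted p = 0.0649) and Nrf2 targets (0.09, 0.297) did not pass. The 10 calls held with fry, which called 13 lists, and with the correlation estimated from the data only the interferon response held (adjusted p = 0.0168). With the batch term 11 lists passed.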

GO analysis of these upregulated genes revealed that the most enriched and meaningful biological process terms were, as expected, involved in functions such as immune-inflammation response (Fig 3C). 

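Between LPS+MIC-1 and LPS livers, limma called 0 of 10147 genes at an adjusted p-value below 0.05 (smallest 0.0546). At an unadjusted p-value below 0.05 and an absolute Log2FC above 1 there were 100 genes, 42 higher and 58 lower with MIC-1. The ranges of the groups did not overlap for 989 genes (9.75%, where chance gives 10%). The authors' deposited table of DESeq2 comparisons gives 107 higher and 147 lower genes at an unadjusted p-value below 0.05 and the same fold change, and 21 higher and 19 lower at an adjusted p-value below 0.05. Of the choices set in advance the unadjusted p-value moved the main counts most. With the batch of 4 libraries as a term, 1 gene was higher and 0 were lower. Within the batch of 5 libraries, control 1, LPS 1 and 3 and LPS+MIC-1 1 and 3, 375 genes were higher and 269 lower, counts that rest on the pair of LPS+MIC-1 libraries that differed little more than by sampling and on the LPS pair with a distance of 7.66 times the sampling variance; the batch of 4 holds 1 library of each of these groups and gives no test. Leaving out LPS library 2 gave 20 higher and 15 lower genes. In all 9 liver libraries, 0 genes were raised by LPS and lowered by MIC-1 past the threshold. With unadjusted p-values 32 were. In 100 sets simulated as for the macrophages, without an effect of MIC-1, the mean was 50.8 and the maximum 68. The smallest p-values among genes higher with MIC-1 were those of Dmbt1, Fdps and Idi1, none past the threshold. Dmbt1 (chromosome 7 of mm9, 138175590 to 138265140), whose Log2FC depends on the 0.5 added to low values, was at 0.107, 0 and 0.0519 FPKM with LPS and 5.74, 11.4 and 5.49 with LPS+MIC-1 (Log2FC 3.79, standard error 0.38, limma adjusted p = 0.0546); it passed 0.05 without LPS library 2 or control library 2 and with the batch term. Fdps, which encodes farnesyl diphosphate synthase (chromosome 3, 88897514 to 88905881), went from 99.8 ± 24.3 to 245 ± 29.7 FPKM (SD, n = 3 each; Log2FC 1.31, standard error 0.21, adjusted p = 0.518) and passed without LPS library 2 (1.50). Idi1 went from 27.4 ± 4.00 to 58.3 ± 5.79 FPKM (1.08, 0.18, 0.518). Among genes lower with MIC-1 the smallest p-values were those of the small nucleolar RNA gene Snord69, listed at 0 in the 3 LPS+MIC-1 and the 3 control libraries and at 5.38, 3.91 and 16.4 FPKM with LPS, which passed without LPS library 2, of Gamt (Log2FC -1.22, limma adjusted p = 0.732) and of Igtp (-0.81, 0.774).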

A total of 107 upregulated and 147 downregulated genes were identified in the MIC-1 + LPS-treated compared to LPS-treated samples, respectively (P-value < 0.05 and > 1.0 absolute log2-fold change) (Fig 3D). 

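With the same lists, 8 of 15 passed between LPS+MIC-1 and LPS livers with camera, 5 lower and 3 higher with MIC-1. The inflammatory response list had a median Log2FC of -0.51, with 20 of 24 genes lower (camera adjusted p = 1.51e-05, and 5.6e-05 with the batch term). The response to lipopolysaccharide was lower by -0.58 (17 of 19 genes, 6.26e-07; batch term 6.54e-06), neutrophil chemotaxis by -0.42 (15 of 17, 1.57e-05; 3.69e-05), NF-κB targets by -0.44 (16 of 19, 2.75e-05; 0.000115) and the interferon response by -0.41 (22 of 26, 3.62e-06; 2.44e-05). Cholesterol biosynthesis rose, with 13 of 14 genes higher and a median of 0.59. The Nrf2 targets (0.19, 18 of 24 higher, camera adjusted p = 0.0183; batch term 0.00827) and the heat shock genes (0.17, 8 of 11 higher, 0.0474; 0.096) had smaller shifts. The list for the negative regulation of Tnf production did not pass (-0.09, 6 of 10 lower, camera adjusted p = 0.465), nor did the positive regulation of angiogenesis (-0.14, 0.817), the acute phase (0.33, 0.101) or the apoptotic process (-0.23, 0.0514; 0.024 with the batch term). Of the 8 calls, the interferon response and cholesterol biosynthesis held with fry (adjusted p = 0.0252 and 0.0107) and with the estimated correlation (0.0197 each); the inflammatory response had 0.168 with fry. No gene of the lists passed the threshold over all genes tested. Adjusted over the list alone, 4 cholesterol biosynthesis genes and 1 Nrf2 target were higher, and 0 genes of the inflammatory response list were lower, where 2 had an unadjusted p-value below 0.05. Within the batch of 5 libraries 7 lists passed. The 5 lists lower with MIC-1 had risen with LPS, and cholesterol biosynthesis had fallen. Both comparisons share the LPS livers, so an error in these could give opposite shifts. The correlation of their Log2FC values across genes, which are not independent replicates, was -0.199. In sets simulated without an effect of MIC-1 its mean was -0.177 and its lowest value -0.204. Whether the lists exceed such an error was not tested.

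**Figure D2:**
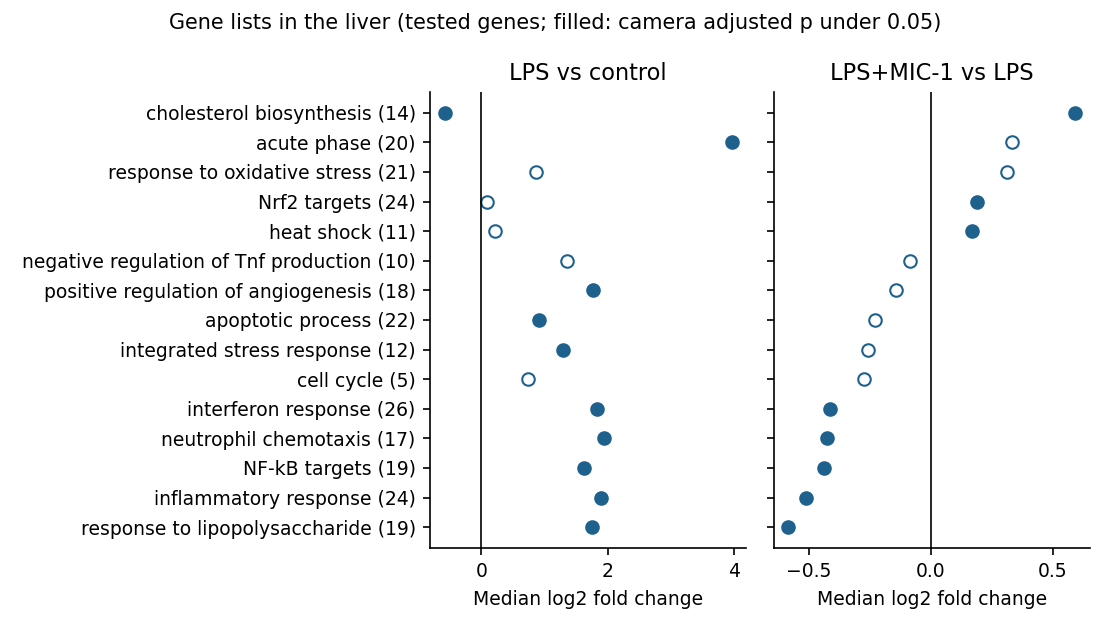
Median Log2FC (horizontal axes) of 15 lists of genes (vertical axis, number of tested genes in brackets) in the liver, LPS against control and LPS+MIC-1 against LPS; filled points have a camera adjusted p-value below 0.05. The inflammatory response list is at 1.90 with LPS and at -0.51 with MIC-1 added. Both comparisons share the LPS libraries.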

GO analysis showed that annotations down-regulated in the MIC-1 + LPS treatment were associated with inflammatory responses and negative regulation of the production of tumor necrosis factor in the liver (P-value < 0.05, log2-fold change < -1.0) (Fig 3E). These results support the hypothesis that MIC-1 protects LPS-exposed mouse liver by reducing the acute inflammatory response.

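Among single genes of inflammation in the liver, Il1b was at 1.17, 0.587 and 1.72 FPKM in control, 7.21, 9.88 and 9.03 with LPS and 4.25, 8.10 and 4.55 with LPS+MIC-1. It rose with LPS (Log2FC 2.52, standard error 0.32, limma adjusted p = 0.00193), and its fall with MIC-1 did not pass (-0.63, 0.32, 0.997; exact permutation test, two-sided, p = 0.2). The chemokine gene Cxcl10 rose from 2.82 ± 0.402 to 18.5 ± 2.07 FPKM with LPS and was at 12.2 ± 0.723 with LPS+MIC-1 (SD, n = 3 each). Its change with MIC-1 was -0.58 (standard error 0.17, limma adjusted p = 0.997), with ranges that did not overlap (exact permutation p = 0.1). Ccl2 was at 25.4 ± 5.30 FPKM with LPS and 13.4 ± 7.40 with LPS+MIC-1 (SD, n = 3 each; Log2FC -1.00, standard error 0.37, adjusted p = 0.997; exact permutation p = 0.2). The changes with MIC-1 of Rela (-0.24), Nfkb1 (-0.14), Nfe2l2 (-0.50) and Keap1 (0.0015) did not pass (limma adjusted p = 0.997 for the first of these and not lower for the others). Tnf and Il6 were below the filter on FPKM in this tissue. The paper reasons that LPS raised and MIC-1 lowered genes whose annotations concern inflammation, and takes this as backing for the hypothesis that MIC-1 protects the liver by reducing the acute inflammatory response.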

**Fig 3:**
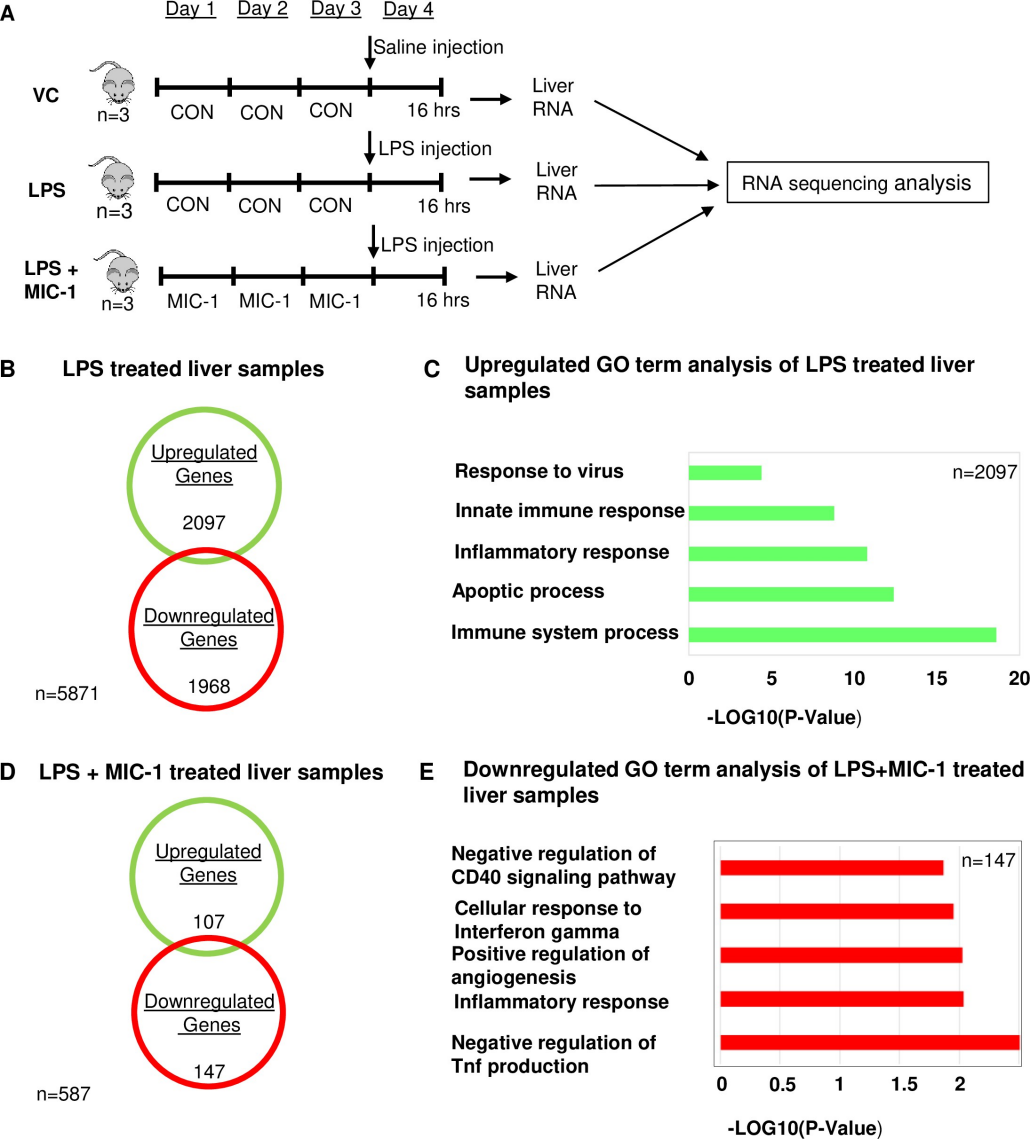
Transcriptome analysis in the liver. (A) Schematic representation of the course of the experiment. Male C57BL/6 mice (n  =  18) were divided into three groups: a. vehicle control (10% DMSO), b. LPS (10 mg/kg), c. LPS (10 mg/kg) + MIC-1 (80 mg/kg). LPS/Saline treatment was given after 3 days of gavaging MIC-1; the liver was collected after 16 hours for RNA sequencing (n = 6). (B) Venn diagram displaying the number of inducible or repressible (P-value < 0.05 and > 1.0 absolute log2-fold change) genes after LPS treatment in the liver. (C) Gene Ontology analysis using DAVID v6.8 functional annotations (biological process) up-regulated by LPS treatment only in liver samples (P-value < 0.05, log2-fold change > 1.0). (D) Venn diagram displaying the number of inducible or repressible (P-value < 0.05 and > 1.0 absolute log2-fold change) genes after LPS+MIC-1 treatment in the liver. (E) Gene Ontology analysis using DAVID (version 6.8) functional annotations (biological process) down-regulated by LPS+MIC-1 treatment in liver samples (P-value < 0.05, log2-fold change < -1.0).

### MIC-1 may reduce oxidative stress and inflammation by promoting Nrf2 nuclear transport

Previously, we demonstrated that MIC-1 is a potent activator of Nrf2-regulated genes, believed to be the target of structurally-related Brassicaceae ITCs [7]. For most of the studied genes, MIC-1 was effective at low μM and high nM levels. To provide a mechanistic explanation for this activation, and to demonstrate that MIC-1 enhances nuclear translocation of Nrf2, murine macrophages were treated with 1 μM MIC-1 for 30 min, 1 h, and 2 h. Immunocytochemistry was performed in fixed cells reacted with Nrf2 antibodies and stained with green fluorescing secondary antibodies and F-actin antibodies (red fluorescence). Nuclei were visualized with DAPI staining (blue fluorescence). MIC-1 enhanced nuclear accumulation of Nrf2 (Fig 4A), and was visible 1 h after treatment, becoming stronger after 2 h. Time-dependent increase in the Nrf2-associated fluorescence in the nuclei of the MIC-1-treated cells may also indicate that MIC-1 increases the total cellular content of Nrf2.

**Fig 4:**
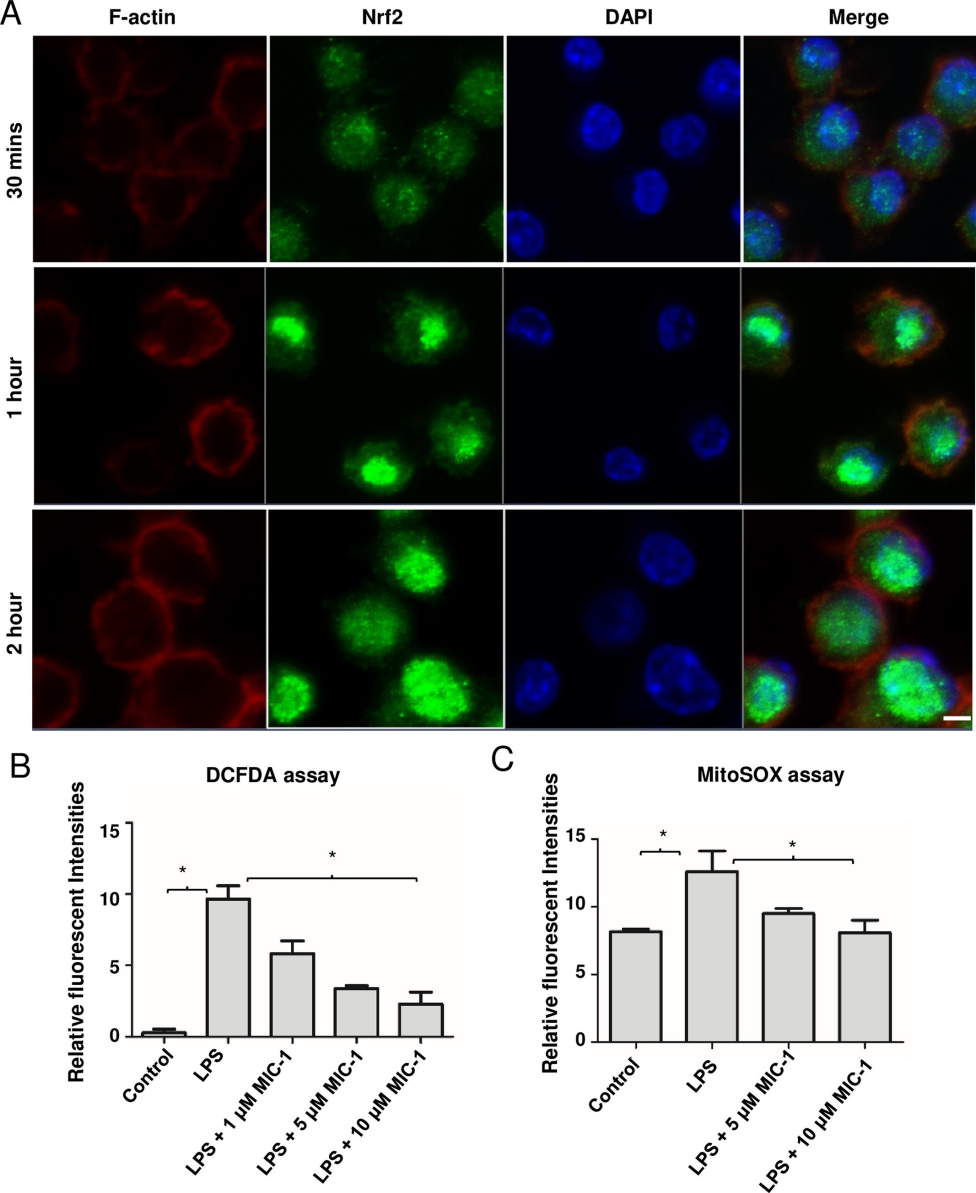
MIC-1 increases Nrf2 nuclear accumulation. (A) Raw 264.7 macrophages were treated with 1 μM MIC for 30 min, 1 h, and 2 h. Immunocytochemistry was performed with fixed cells stained with Nrf2 antibodies (green fluorescence), DAPI (blue fluorescence), and F-actin antibodies (red fluorescence). Scale bars- 5μm. (B) Effect of MIC-1 on intercellular ROS in macrophage cells induced by LPS. After the cells were treated with control, LPS, and LPS + MIC-1 for 24 h, intracellular ROS were quantified with DCFHDA dye. Error bars indicate ± S.D. (n = 3). * indicates the data was significant with P-value ≤ 0.05. (C) Effect of MIC-1 on mitochondrial superoxide in cells induced by LPS. Cells were treated with LPS, and LPS + MIC-1 and vehicle control for 24 h and mitochondrial damage was accessed with MitoSOX red dye. Error bars indicate ± S.D. (n = 3). * indicates the data was significant with P ≤ 0.05.

### Anti-oxidative stress activity of MIC-1 in mitochondria and cytoplasm

Nrf2 is a well-known master regulator of anti-oxidative responses and suppresser of cellular and mitochondrial damage caused by the overproduction of superoxide and other ROS [36, 37]. Therefore, we examined the effect of MIC-1 on the intracellular content of ROS and mitochondrial superoxide production in murine macrophages undergoing oxidative stress induced by LPS [38]. Using 2’,7’, dichlorofluorescein diacetate (DCDFA), which reacts with ROS in the cytoplasm, we observed that 10 μM MIC-1 decreased ROS levels in the LPS-treated cells by 76% (Fig 4B). We also evaluated the effect of MIC-1 on mitochondrial superoxide content (MitoSOX assay) and mitochondrion membrane potential (Rodamine123 assay). Mitochondrial superoxide-associated fluorescence was reduced by 46% in the LPS-induced cells treated with 10 μM MIC-1 compared to LPS-treated cells alone (Fig 4C). MIC-1 also restored LPS-reduced mitochondrial membrane potential to the levels observed in non-treated controls (S2 Fig), documenting its strong protective effect on the oxidative stress in mitochondria.

### MIC-1 inhibits the NF-κB nuclear transport and proinflammatory gene transcription

NF-κB, a heterodimer composed of p65 and p50, is a crucial transcriptional regulator of inflammation [39]. Our previous studies showed that MIC-1 can downregulate NF-κB responsive genes, such as IL-6 and Tnf-α, as well as intestinal and subcutaneous inflammation [7, 10]. To test whether MIC-1 downregulates proinflammatory genes by directly affecting nuclear translocation of NF-κB, we performed immunocytochemical staining with the NF-κB antibody on untreated and LPS-induced macrophages with and without MIC-1 (Fig 5A). Immunofluorescence confocal microscopy revealed that an increase in nuclear translocation of NF-κB in LPS-treated cells was inhibited by MIC-1 within 3 h. While LPS treatment increased total NF-κB levels in the cells, MIC-1 mitigated this increase to the levels of the untreated cells. We also investigated whether MIC-1 decreases specific binding of NF-κB to the promoter regions of the NF-κB-regulated genes, such as Tnf-α and IL-6, in LPS-induced macrophages using a chromatin immunoprecipitation (ChIP) assay. ChIP has been developed for studying protein–DNA interactions that can be subsequently quantified using qPCR. As expected, the NF-κB gene displayed significantly stronger binding to a Tnf-α promoter (3-fold) and IL-6 promoter (5-fold) in LPS-treated cells (Fig 5B and 5C). This binding was reduced by 2-fold for Tnf-α and 1.5-fold for IL-6 promoter in MIC-1-treated cells.

**Fig 5:**
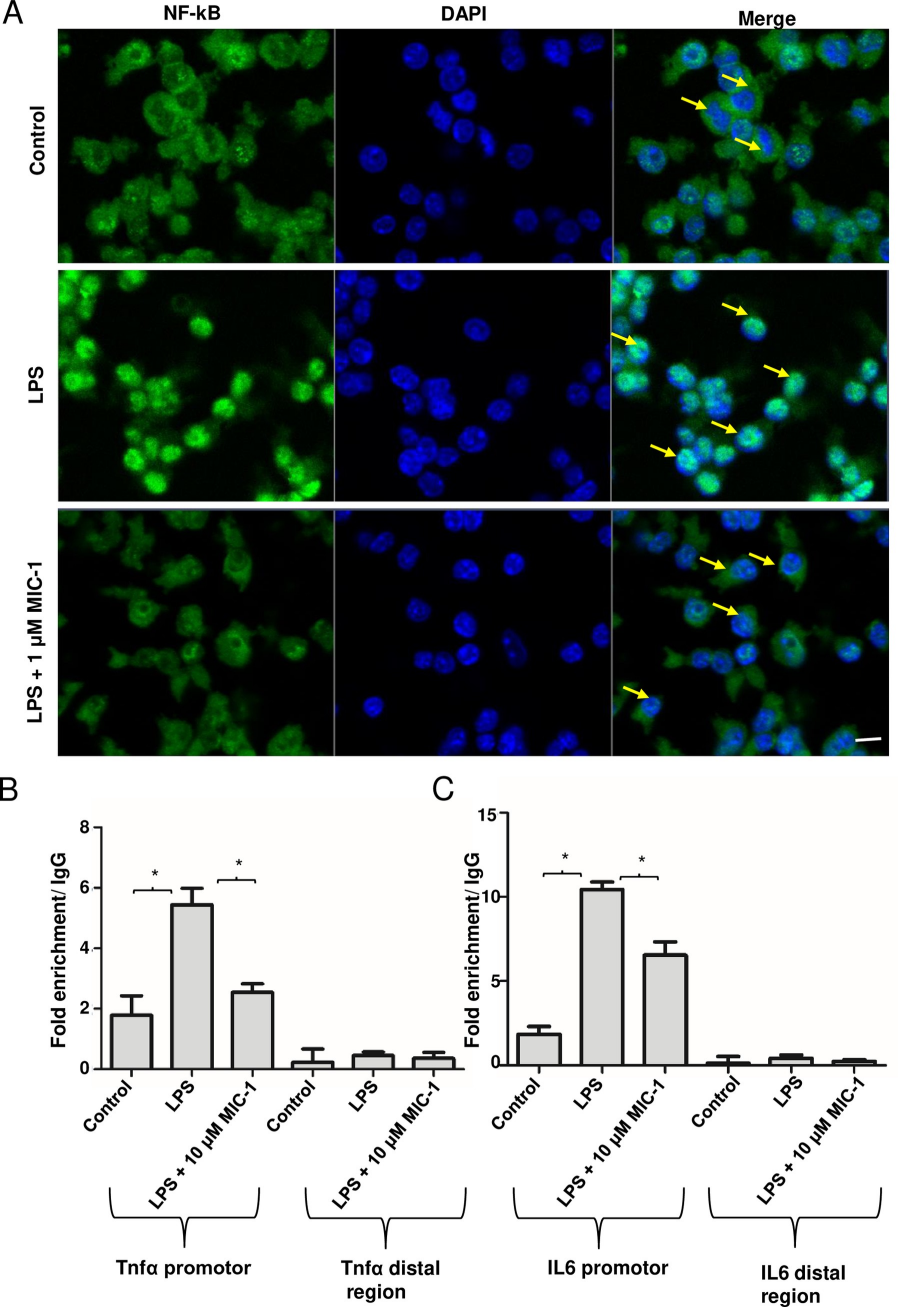
MIC-1 inhibits the NF-κB pathway. (A) The effects of MIC-1 on LPS-induced nuclear translocation of NF-κB in RAW 264.7 macrophage cells. The translocation of NF-κB (p65) to the nucleus was analyzed by confocal microscopy. Macrophages were immunostained using FITC for NF-κB and DAPI to label nuclei. Treatments: Control, LPS; LPS + 1 μM MIC-1 for 3 h. MIC-1 decreased the translocation of NFkB after LPS treatment. Scale bars- 20 μm. (B) Binding of NF-κB/p65 to the promoters of Tnf-α and IL-6 genes. ChIP assays were performed to measure the binding of NF-κB to Tnf-α and IL-6 promoters after LPS and treatment with MIC-1 using specific antibodies. *P < 0.05, two-tailed test; (n = 3).

## Discussion

This manuscript reports on two mutually complementary, novel, and clinically important experimental observations. Firstly, it documents powerful anti-oxidative stress and anti-inflammatory effects of MIC-1 in a clinically relevant mouse model with LPS-induced sepsis and acute inflammation, and *in vitro*. Secondly, it elucidates molecular and genetic mechanisms behind this effect through transcriptomics analysis, immunocytochemical confirmation of the MIC-1-stimulated nuclear accumulation of Nrf2, and inhibition of nuclear accumulation of NF-κB in the LPS-induced murine macrophages. At 1 μM, MIC-1 enhanced Nrf2 and inhibited NF-κB accumulation in the nucleus of macrophages treated with LPS; this effect was observed within 3 h of treatment (Figs 4 and 5).

Our understanding of the molecular mechanisms behind anti-oxidative stress and anti-inflammatory action of ITCs is still incomplete. This is particularly true for newly isolated, ring glycosylated moringa ITCs, such as MIC-1, that are more stable than Brassicaceae ITCs and often more efficacious. All ITCs are powerful electrophiles that are effective in preventing or reducing inflammation [40, 41]. They are thought to facilitate oxidation or conjugation of cysteine residues (e.g., Cys^151, 273, 288^) on the protein Kelch-like ECH-associated protein 1 (Keap1) [42]. Keap1 is one of the principal regulators of Nrf2 activity in cells; it facilitates the polyubiquitination of Nrf2, thereby enabling its proteasomal degradation [43]. C151 is one of four cysteine residues preferentially modified by broccoli sulforaphane resulting in Nrf2 accumulation in the cytoplasm and its enhanced translocation into the nucleus, leading to the upregulation of ARE genes that protect against ROS and xenobiotic electrophiles [44]. NF-κB plays a crucial role in inflammation due to its involvement in cell growth, proliferation, angiogenesis, invasion, apoptosis, and survival [45]. Some Brassicaceae ITCs were shown to prevent the degradation of the NF-κB inhibitor, IκB [46], thus reducing nuclear translocation of NF-κB and its transcriptional activation of the pro-inflammatory cascade [19, 47, 48].

The transcriptomic analysis of the effect of MIC-1 on the LPS-induced macrophages confirm its ability to activate the anti-inflammatory, anti-oxidative stress, and immunosuppressive pathways (Fig 1). These results translated into systemic improvements in the *in vivo* oxidative stress and inflammatory markers and pathways in the mouse LPS-induced sepsis / acute inflammation model (Figs 2 and 3). 

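Among the 23 tested genes of the Nrf2 target list in RAW264.7 cells, 17 were higher with LPS+MIC-1 than with LPS over the paper's 8 libraries, with a median Log2FC of 1.14 (camera adjusted p = 0.0629). Of these genes 12 were raised and 2 lowered past the threshold, over all genes tested and adjusted over the list alone. With all 9 macrophage libraries the median was 1.21 (camera adjusted p = 7.4e-06, fry 0.0108), with 8 genes raised over all genes tested and 12 adjusted over the list alone. Nqo1, which encodes a quinone reductase (chromosome 8 of mm9, 109912125 to 109927106), was at 0.57, 0.131 and 0.731 FPKM in the LPS libraries and 12.6, 37.6 and 13.3 in the LPS+MIC-1 libraries, a Log2FC of 4.05 (standard error 0.44, limma adjusted p = 0.000113) over the 8 libraries and 4.34 (0.44, 0.00105) over the 9. Srxn1 went from 17.6 ± 1.76 (SD, n = 2) to 162 ± 56.2 FPKM (SD, n = 3), a Log2FC of 3.12 (0.24, limma adjusted p = 2.12e-05) over the 8 libraries and 2.97 over the 9. Slc7a11 rose by 2.71 (limma adjusted p = 3.91e-05) and Gclm by 2.03 (0.000335) over the 8 libraries, and with adjusted p-values of 0.00705 and 0.00213 over the 9 (Gclm 2.21). Txnrd1, which encodes thioredoxin reductase 1, rose by 1.35 (standard error 0.14, limma adjusted p = 9.53e-05) over the 8 libraries and by 1.43 (0.15, 0.00114) over the 9. Over the 9 libraries the call of Slc7a11 was lost when any library other than LPS library 2 was left out, and that of Gclm without LPS library 1. The 9-library calls of Nqo1, Srxn1, Slc7a11, Gclm and Txnrd1 were all lost with only the 2 groups compared in the fit. They were also lost with the close libraries averaged. Hmox1, which encodes heme oxygenase-1, rose with LPS (2.78, limma adjusted p = 1.05e-05) and did not change with MIC-1 beyond the spread over the 8 libraries (-0.27, standard error 0.20, 0.262, but below 0.01 without control library 2) or over the 9, where its sign was positive (0.49, 0.57, 0.552). Nfe2l2, the gene of Nrf2 itself, changed by -0.07 and Keap1 by 0.78 (limma adjusted p = 5.72e-05) over the 8 libraries; Keap1 changed by 0.17 over the 9 and fell below 0 without LPS library 1 or LPS library 3.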

LPS-induced sepsis simulates the pathological process of systemic inflammation and acute hepatitis resulting from sepsis-associated endotoxemia [49]. Activated by LPS, macrophages produce and release chemokines and proinflammatory cytokines that mediate the migration of macrophages and cause a cascade of events leading to inflammatory injury and organ failure [1]. This explains a significant increase in Tnf-α, Ifn-α, IL-1β, and IL-6 mRNAs in the LPS stimulated spleen, liver, and kidney and demonstrates the effective suppression of these key sepsis markers by MIC-1 (Fig 2). We focused our comprehensive transcriptomic analysis on the liver, since liver dysfunction may severely disrupt immunological homeostasis in critically ill patients and frequently promotes progression to multi-organ failure [50, 51]. We further checked whether MIC-1 decreases LPS induced inflammation in human monocytes. The expression of IL-6 (70.5%), INOS (95%) and INOS (68.75%) was decreased in LPS-induced human monocytes in the 10 uM MIC-1 treatment (S3 Fig). Our analysis confirmed the ability of MIC-1 to mitigate gene expression pathways associated with the pathological effects of sepsis and acute inflammation (Fig 3). Moreover, spleen enlargement (splenic hypoplasia) is a common and rapidly manifested clinical side effect of sepsis [35]. The reversal of LPS-induced splenic hypoplasia by MIC-1 to the levels observed in healthy animals (S1A and S1B Fig) compliments the gene expression data and supports development of MIC-1 as anti-inflammatory and anti-sepsis medication. We have not used MIC-1 as a control in these experiments, since it was already reported to show similar effects as MIC-1 treated LPS samples [6]. We performed transcriptomic analysis on the liver for this study, but for our future studies peritoneal macrophages will be used along with other organs which are collected in this study.

In addition to documenting the pharmacological effectiveness of MIC-1 in mice, this manuscript is the first to directly demonstrate that MIC-1 increases nuclear accumulation of Nrf2 and decreases nuclear accumulation of NF-κB, which are major transcription factors involved in oxidative stress and inflammation responses. It is tempting to speculate that this observation also extends to structurally related Brassicaceae ITCs. These data provide a direct mechanistic link to the observed *in vitro* and *in vivo* activities of MIC-1. In addition, we were able to demonstrate the downstream effects of Nrf2 activation, such as reduction of ROS in mitochondria and cytoplasm of the LPS-induced murine macrophages (Fig 4B and 4C). Furthermore, using a ChIP assay, we showed that MIC-1 decreases NF-κB binding to the promoter regions of two key proinflammatory cytokines: Tnf-α and IL-6 (Fig 5B and 5C).

Our data suggests that MIC-1 affects early transduction stages of the Nrf2 anti-oxidant and NF-κB anti-inflammatory signaling, which are the key processes contributing to the etiology of many diseases. Simultaneous transcriptional activation of the Nrf2 pathway and downregulation of the NF-κB pathway by one compound has not been reported previously. The proposed mechanism of action of MIC-1, whereby it simultaneously activates Nrf2 and inhibits NF-κB signaling is summarized in Fig 6, although some elements of the model require further conformation through future research. Our data do not allow us to exclude the possibility that MIC-1 affects Nrf2 and NF-κB signaling indirectly, via some yet uncharacterized modulator, rather than through direct interaction with Nrf2 and NF-κB complexes. In addition, we cannot exclude the crosstalk between Nrf2 and NF-κB pathways. Nevertheless, our data provides the foundation for further clinical development of MIC-1 as a novel pharmaceutical agent for inflammation-related diseases.

**Fig 6:**
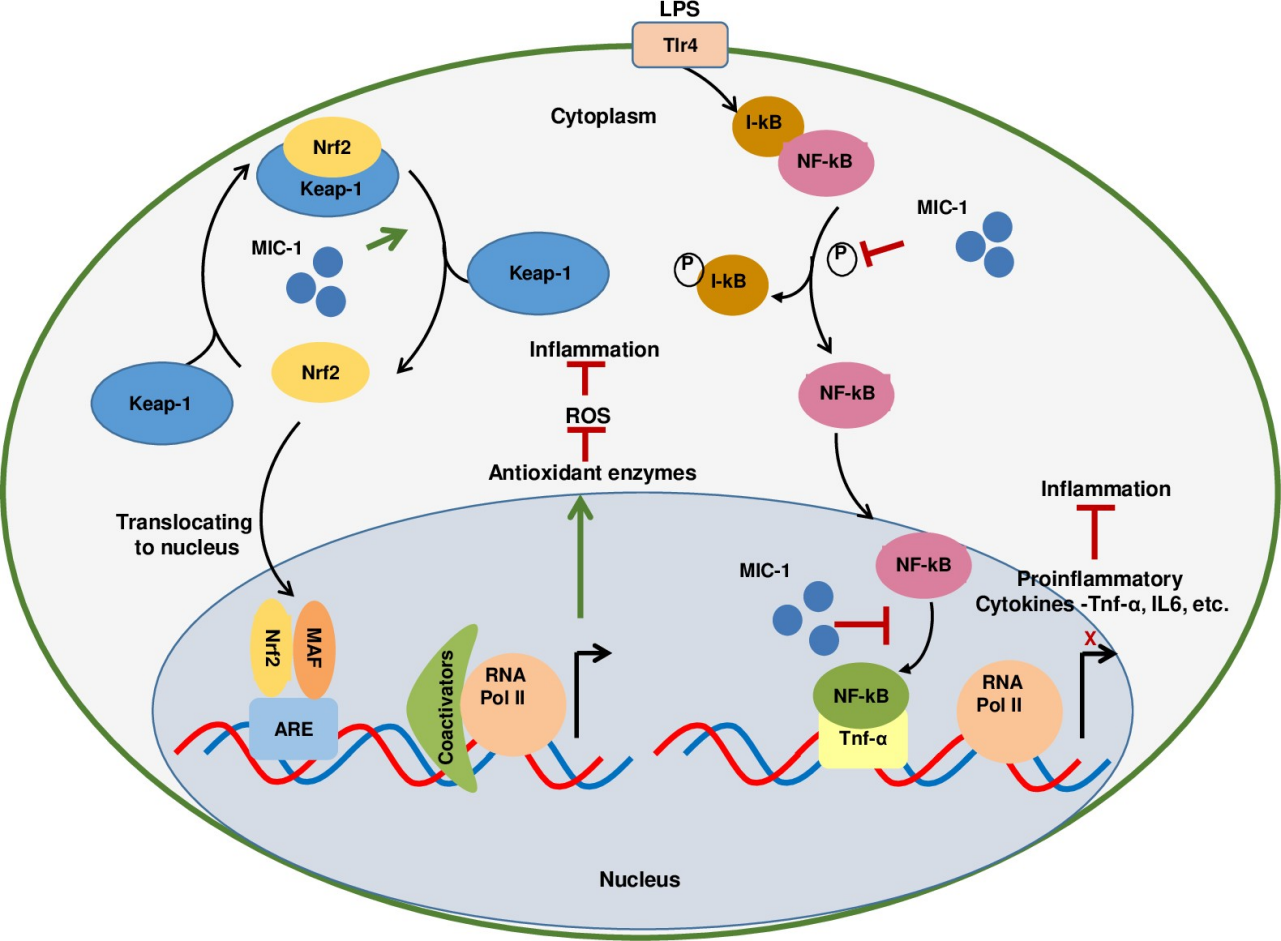
A schematic model of the hypothesized mechanisms of MIC-1 molecular action affecting Nrf2 and NF-kB pathways. MIC-1 increases the cellular content and nuclear translocation of Nrf2 by releasing it from the Keap-1 complex resulting in the heightened expression of Nrf2 target genes coding for antioxidant enzymes. MIC-1 also prevents the phosphorylation of the NF-κB inhibitor, Iκb, and nuclear translocation of NF-κB, thus suppressing the transcription of pro-inflammatory genes. ARE, antioxidant response element; Iκb, an inhibitor of kappa B; Keap1, Kelch-like ECH-associated protein1; MAF, Nrf2 transcriptional factor; Nrf2, nuclear factorE2-related factor 2; NF-κB, nuclear factor kappa B, RNA Pol II, RNA polymerase II; ROS, reactive oxygen species.

## Supporting information

S1 Fig MIC-1 reduces inflammation in the spleen in vivo. Reduced spleen size after treating with MIC-1 after LPS induced inflammation or sepsis. Images of the spleen (A) and weight of the spleen (n = 6) (B).
(TIF) Click here for additional data file.

S2 Fig Effects of MIC-1 on mitochondrial membrane potential. Effect of MIC-1 on mitochondrial membrane potential in macrophage cells induced by LPS. After the cells were treated with the control, LPS, and LPS + MIC-1 for 24 hours, the mitochondrial membrane potential was assessed with the fluorescent dye Rh123. Relative fluorescence intensity was measured and expressed in arbitrary units (a.u.). Error bars indicate ± S.D. (n = 3). * indicates the data was significant at P ≤ 0.05.
(TIF) Click here for additional data file.

S3 Fig MIC-1 inhibits LPS-induced inflammation in human monocytes. MIC-1 decreased the expression of IL-6, INOS and INOS and in LPS-induced human monocytes. Error bars indicate ± S.D. (n = 6). * indicates the data was significant at P ≤ 0.05.
(TIF) Click here for additional data file.

S1 Table Primer sequences used in the RT PCR and ChIP analysis. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

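RNA-seq values of 9 libraries of RAW264.7 macrophages and 9 of mouse liver were used, 3 control, 3 LPS and 3 LPS+MIC-1 in each. The authors pseudoaligned the reads, sequenced at BGI, to a RefSeq index of mm9 with Kallisto, summed them per gene with tximport and deposited FPKM values from DESeq2, scaled between libraries by size factors. The authors also deposited 3 DESeq2 comparisons per tissue. Each holds the mean normalized count over libraries as the authors computed it with DESeq2, the deposited log2 fold change with its standard error, the deposited Wald score, and the authors' p-value from the Wald test with its Benjamini-Hochberg adjustment. Only log2 fold changes and p-values of these comparisons were used. They served to count genes, to give values of Srsf3, Tnf, Il6 and Il1b and, in an alternative, to choose the genes for k-means. All columns of the tables were matched to a group by their names, and none was left unmatched.

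Each table was analysed alone. Genes with a mean FPKM above 1 over its 9 libraries were tested on log2(FPKM + 0.5) with limma (lmFit, contrasts and eBayes with trend), all groups of a table in 1 fit, and Benjamini-Hochberg adjustment over the genes of each comparison. The choices of test, filter, threshold, lists of genes and 18 kinds of alternatives were fixed before the data were examined; 6 kinds of alternatives were added after seeing the data. Exact permutation tests of single genes were two-sided, on the difference of the mean log2(FPKM + 0.5) values. K-means used 7 clusters, 50 starts and a fixed seed, and a cluster counted as highest with LPS where its mean z-score there was above that of each other group by at least 0.5. Lists of at least 5 tested genes were tested with camera, fry and camera with estimated correlation from limma; no gene ontology table was at hand, so the lists stand in for the terms of the paper. The trend in GC content and gene length was taken out of each library with splines of 5 degrees of freedom, over the genes with a known length (96.2% of tested genes in macrophages and 95.7% in liver).

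The genes named are those the paper's text names, the 5 with the largest Log2FC in each direction in the comparisons of LPS with control and of LPS+MIC-1 with LPS among those past the threshold whose groups did not overlap (where none passed, the 3 with the smallest p-value in each direction), and members of the lists. The single list members (Ptgs2, Ccl5, Cxcl10, Ccl2, Nqo1, Srxn1, Slc7a11, Gclm, Hmox1 and Txnrd1) were picked after their values were seen.

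The pipeline was tested on simulated data with 200 changed genes. It called 92.5% of these with the 9 macrophage libraries, 90% with the 8 and 76% with the liver libraries, 0 in the wrong direction. Of the unchanged genes it called 0 of 9705, 3 of 9705 and 12 of 9947, and it called 0 where nothing was changed. For the 9 macrophage libraries the simulated spread was taken without LPS library 2. The 92.5% therefore does not give the power of the real fit of the 9 libraries. Its median standard error was 0.229 between LPS and control, against 0.122 over the 8. Of 14 unchanged lists 0 were called, and 100%, 100% and 99% of clustered genes fell in the right cluster. The depth of each library was estimated from the steps between its low FPKM values, since read counts are not analysed here. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.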

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

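The tests of GC content and gene length were chosen before their results were seen; the other tests of this part were chosen only afterwards.

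For 5 of 18 gene comparisons whose groups did not overlap in either tissue, out of 110 examined for 55 named genes, macrophages and liver moved in opposite directions. These differences between the tissues were not tested. The ratios of LPS+MIC-1 to LPS over the 8 and the 9 macrophage libraries and in the liver were 2.92, 2.54 and 0.441 for Tnf, 25.7, 38.3 and 0.256 for Gm5483, 0.00595, 0.00888 and 4.75 for Hspa1a and 0.0816, 0.116 and 1.65 for Saa3. For Srsf3 the ratios of LPS to control were 0.0235, 0.287 and 1.72. In the liver Tnf, Gm5483 and Hspa1a were listed below 5 FPKM in every library, so their ratios there rest on few reads. Reads shared between Hspa1a and its copy Hspa1b could move a ratio of 1 gene, but the summed FPKM of the 2 genes in the liver was still 2.68 times higher with LPS+MIC-1 (highest with LPS 6.89, lowest with LPS+MIC-1 8.29). Technical explanations of the rise of Tnf in macrophages are tested together with Il6 and Ptgs2 in another paragraph. For Gm5483, Saa3 and Srsf3, and for Tnf in the liver, none was tested. The tissues also differ in the dose, route and time of treatment, and an effect of tissue stays open, untested.

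The cholesterol biosynthesis list, which the paper does not discuss, was higher with LPS+MIC-1 than with LPS in the liver (camera adjusted p = 1.24e-12). The tests argue against the batch split and a trend in GC content and length as the cause. The camera adjusted p was 2.7e-11 with a batch term and 1.03e-14 with that trend taken out. An error in the LPS livers, shared with the comparison of LPS with control, was not tested. Hepatocytes make these transcripts, and a higher share of their RNA could raise the list; the median Log2FC of 8 hepatocyte markers was 0.316, 8 of 8 higher (camera adjusted p = 0.0963), and those of the sinusoidal endothelium (0.37) and Kupffer cell markers (0.212) were of a similar size, so this cannot be told apart from a change within hepatocytes. An effect of MIC-1 stays open as a hypothesis.

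The cell cycle list, also outside the paper's discussion, was lower with LPS than in control over the 8 macrophage libraries (camera adjusted p = 1.54e-06, 18 of 18 genes lower, median -3.12). The median of the list was at -3.1 or below under 3 scalings (deposited, median of ratios, same sum). These cannot decide on the authors' normalization as the cause of the fall. Median of ratios moved the median of all genes only from -0.02 to -0.008, and the same sum moved it to -0.93, the direction of the list. With the deposited values the list median was -3.12 and that of all genes -0.02. A shift shared by all genes does not give this difference. With the trend in GC content and length taken out the adjusted p was 2.28e-06. The 8 libraries hold 2 LPS libraries that are close to each other, which leaves their separate origin open, so an effect of LPS on proliferation is a hypothesis that may rest on 1 culture.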

How the results depend on the processing

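Averaging, same-sum scaling, the batch term, the 5 liver libraries, list membership and the unadjusted p-value without filter were chosen after seeing the data. No paired analysis was possible because the columns carry no replicate number. K-means settings that left too few genes gave no value, and averaging left 1 LPS sample among the 8 macrophage libraries, so its comparisons with LPS were not run. Unless said otherwise the cause of a change was not tested.

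Over the 9 macrophage libraries LPS+MIC-1 against LPS gave 5 genes with only the 2 groups compared in the fit, 617 with no minimum fold change, 823 at an adjusted p under 0.05 and 0 with close libraries averaged (fewer samples). LPS+MIC-1 against control gave 1541, 866, 1172 and 0, and the union 1541, 1069, 1629 and 0, in that order. Lists called between LPS and control fell to 0 with fry and 0 with estimated correlation, and between LPS+MIC-1 and LPS to 3 and 0. Genes in clusters highest with LPS were 756 with the genes of the authors' deposited comparisons and 31 with the same sum. Across the 9 fits that each left out 1 library, the counts ranged from 0 to 3386 (LPS against control), 109 (without LPS+MIC-1 library 3) to 2310, 141 (without control library 1) to 1560, 183 (without LPS+MIC-1 library 1) to 4366 for the union, 0 to 846 for genes raised then lowered and 6 (without LPS+MIC-1 library 3) to 1696 for clusters, each highest without LPS library 2. The lists ranged from 6 (without LPS library 2) to 11 and from 0 (without LPS library 2) to 9.

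Over the paper's 8 libraries, no minimum fold change gave 6344, 5391 and 4551 genes in the 3 comparisons, a union of 7840 and 2099 raised then lowered. The same sum gave 3871 genes between LPS+MIC-1 and LPS and 170 raised then lowered, and averaging 986 between LPS+MIC-1 and control. Lists between LPS and control were 11 without the filter, 13 with fry, 0 with estimated correlation and 11 with the same sum; between LPS+MIC-1 and LPS, 2 without the filter and 3 with fry. Clusters highest with LPS held 828 genes with the authors' deposited genes and 617 with the same sum. No fit left out an LPS library in the comparisons with LPS, since 1 would remain, so these ranges, from 6 fits without 1 control or LPS+MIC-1 library, do not test the 2 close LPS libraries. They were 3237 to 3487 and 2241 to 2292 genes, a union of 4204 to 4471, 808 to 850 raised then lowered and 6 to 9 and 0 to 1 lists (1 without LPS+MIC-1 library 1, for example). Leaving out each of the 8 libraries gave 1404 to 1705 genes between LPS+MIC-1 and control and 1665 to 1772 genes in clusters.

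In the liver the same sum gave 797 genes raised and 1851 lowered by LPS. Between LPS+MIC-1 and LPS the genes raised were 1 with pseudocount 1, 2 without the filter, 1 with eBayes without trend, 42 at an unadjusted p under 0.05, 1 with the batch term, 62 unadjusted without filter and 375 with the 5 libraries; those lowered were 58, 94 and 269 in the last 3 settings other than the batch term. Genes raised then lowered were 32 unadjusted and 62 without filter as well. Lists between LPS and control fell to 1 with estimated correlation, and between LPS+MIC-1 and LPS to 2 with fry and 2 with estimated correlation. Leaving out 1 library gave 657 (without LPS library 3) to 1929 raised and 570 (without LPS library 3) to 1581 lowered by LPS, 0 to 20 and 0 to 15 with MIC-1 and 0 to 13 raised then lowered, each highest without LPS library 2, 10 to 11 lists, and 6 (without LPS library 2) to 11 (without control library 2).

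Some named genes changed sign. The same sum shifts all genes of a comparison together, so its changes of sign are not specific to these genes. With it over the 9 macrophage libraries these were, for LPS, Tnf (-0.30), Gapdh (-0.26) and Gclm (-0.37), and for MIC-1 Nfe2l2 (0.37) and Gapdh (0.33); with averaging Keap1 (-0.14). Over the 8 libraries they were, for LPS, Tnf (-0.79), Gapdh (-0.36), Gclm (-0.49) and Txnrd1 (-0.95), and for MIC-1 Nfe2l2 (0.73), Nfkbia (0.51), Gapdh (0.43) and Hmox1 (0.53), and with median of ratios Nfkb1 for LPS (0.00089). In the liver Keap1 for MIC-1 was -0.0096 with median of ratios, -0.28 with the same sum and -0.057 with averaging. Across the fits that each left out 1 library, Log2FC ranges that crossed 0 were, over the 9 macrophage libraries for MIC-1, Nos2 from -0.84 (without LPS library 2) to 1.15, Hmox1 from -0.27 (without LPS library 2) to 0.89, Nfkbia from -0.29 (without LPS library 2; also -0.12 without LPS+MIC-1 library 1 or 3) to 0.25 and Keap1 from -0.17 (without LPS library 1; also -0.091 without LPS library 3) to 0.78, and for LPS Txnrd1 from -0.10 to 0.034 (without LPS library 2; also 0.0066 without control library 3). Over the 8 libraries they were, for LPS, Nfkb1 from -0.087 to 0.038 (without control library 3) and Txnrd1 from -0.035 (without control library 2) to 0.076, and in the liver for MIC-1 Keap1 from -0.11 (without LPS library 2; also -0.049 and -0.065 without LPS+MIC-1 library 1 or 3) to 0.12 and Nfkb1 from -0.39 to 0.018 (without LPS library 3). Of the named-gene values without single libraries, 368 of 468 (9 macrophage libraries), 308 of 324 (8) and 280 of 306 (liver) kept direction and side of the threshold; 66, 7 and 15 became weaker and 25, 7 and 7 stronger. In the other settings 33 of 312, 3 of 270 and 8 of 238 became weaker and 1, 5 and 3 stronger, and those not listed as changing sign kept both.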

Differences from the paper's values

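The paper gives 4698 genes past its threshold in the macrophages, against 697 here over the 9 libraries; of the alternatives set before the data were examined only leaving out LPS library 2 (4366) came within 1.5 times, and the other single libraries left out and the other settings did not. Over the 8 libraries the count was 4366, and within 1.5 times the paper's under each of these alternatives except no minimum fold change (7840).

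The paper gives 515 genes in its clusters III and V, against 97 in clusters highest with LPS over the 9 libraries and 1696 over the 8. Over the 9 libraries clustering the genes of the authors' deposited comparisons gave 756, within 1.5 times the paper's number, and 6 or 8 clusters, z-scores of log2 values, median of ratios and single libraries left out did not; over the 8 libraries none did, the closest being 828 with the genes of the deposited comparisons. With FPKM rescaled to the same sum, chosen after seeing the values, 617 genes over the 8 libraries fell within 1.5 times. The heights of clusters III and V come to about 1700 genes in Fig 1C, read by eye, against 97 over the 9 libraries, where only leaving out LPS library 2 (1696) came within 1.5 times, and 1696 over the 8.

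In the liver the paper gives 2097 genes upregulated by LPS, a count at an unadjusted p-value, against 1356 here at an adjusted one. Pseudocount 0.1 (1418), no minimum fold change (1947), an unadjusted p under 0.05 (1600) and leaving out control library 1 (1747) or LPS library 2 (1929) were within 1.5 times; pseudocount 1, no filter, median of ratios, only the 2 groups in the fit, eBayes without trend and the other libraries left out were not. About 2000 genes are lower with LPS in Fig 3, read by eye, against 1137; of the alternatives no minimum fold change (1573) and leaving out LPS library 2 (1581) came within 1.5 times, and the others did not. Of the settings chosen after seeing the values, FPKM rescaled to the same sum gave 1851 lower genes, and an unadjusted p under 0.05 without filter also came within 1.5 times for both the higher and the lower genes. For LPS+MIC-1 against LPS the paper gives 107 upregulated and 147 downregulated genes, also unadjusted, against 0 and 0 here at an adjusted p-value. At an adjusted p-value the authors' deposited comparison gives 21 and 19, so part of this gap lies in the threshold. None of the alternatives set in advance closed the gap (42 and 58 at an unadjusted p under 0.05, 20 and 15 without LPS library 2). Among settings chosen after seeing the values, an unadjusted p under 0.05 without filter stayed below the paper's counts. The batch of 5 libraries went above them in both directions. The authors' deposited comparisons at an unadjusted p under 0.05 and an absolute Log2FC above 1 give 2097 higher and 1968 lower genes with LPS, and 107 and 147 with MIC-1.

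The paper describes inflammatory genes as lowered by MIC-1 in macrophages. Here Tnf (Log2FC 1.54), Il6 (2.59) and Ptgs2 (1.33) were higher with LPS+MIC-1 than with LPS over the 8 libraries, and Il1b was not lower (0.56). The chemokine genes Ccl5 (-6.11) and Cxcl11 (-5.43) were lower. Of the inflammatory response list 11 genes were raised and 7 lowered past the threshold. Over the 9 libraries Tnf, Il6 and Ptgs2 did not pass 0.01 (limma adjusted p = 0.0147, 0.021 and 0.0773). In the authors' deposited DESeq2 comparison, which appears to include LPS library 2, Tnf and Il6 were higher with MIC-1 and passed 0.01. Their log2 fold changes were 1.35 and 3.46 (Wald test, adjusted p = 0.000243 and 0.00297). Il1b did not pass there (1.63, Wald test, adjusted p = 0.258). For Fig 1D, short lists stood in for the paper's terms, and the 846 genes raised by LPS and lowered by MIC-1 for its clusters. With so few members a moderate excess could be missed. The inflammatory response (5 of 32 genes, 15.6%), response to lipopolysaccharide (3 of 27, 11.1%) and oxidative stress (1 of 22, 4.55%) were compared with 8.54% of all genes. None of these lists was significantly overrepresented. Neutrophil chemotaxis was (6 of 19), but LPS had raised 14 of the 19, and 6 of these 14 were then lowered, against 846 of all 1610 genes raised by LPS, so the test against all genes reflects the rise with LPS. For Fig 3E, the lists for the negative regulation of Tnf production (camera adjusted p = 0.465) and the positive regulation of angiogenesis (0.817) did not pass between LPS+MIC-1 and LPS livers.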

Other observations

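The test of a mixed sample for macrophage LPS library 2, those of a weaker response, depth and GC content for the 4 liver libraries, and of GC content for Tnf, Il6 and Ptgs2 were chosen before their results were seen; all others only afterwards.

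Macrophage LPS library 2 was at the level of the controls. Its inflammatory response list lay 0.365 above the mean of the controls in log2, where control library 2 was itself 0.458 above the other controls, and across genes it correlated at 0.99 with control library 2 and at 0.862 and 0.86 with LPS libraries 1 and 3. Of the rise of 61 genes raised over 10-fold to above 50 FPKM it showed a median of 1.49% (from -1.08 to 7.03%), which argues against a mixture of stimulated and unstimulated cells in any large share. Its depth of 19.2 M reads was like that of the others. A batch of preparation or sequencing is argued against as the cause of the missing response of these 61 genes. None of them showed more than 7.03% of its rise in LPS library 2. Other genes were not covered by this test, and some kept their change. Wdr76, named for its small p-value, had a Log2FC with LPS of -1.31 over the 9 libraries and -1.30 without LPS library 2. The batch test set in advance correlated the departures of LPS library 2 with those of control library 2 over all genes (-0.22). This correlation follows the missing response to LPS and was replaced after it was seen. Over 728 genes whose libraries 1 and 3 differ by less than 0.1 in log2 between LPS and control, the correlation was 0.504, which a batch, an unstimulated culture and the choice of such genes would each raise. For these shared departures a batch cannot be told apart from the others. A culture that was not stimulated, or a mislabelled control, may be the cause. Which of these it was stays open, as does a failure of the LPS itself, and no biological explanation was tested.

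Libraries 1 and 3 of each macrophage group were closer to each other than to library 2. The lowest distance was 1.69 times the sampling variance, so 1 sample sequenced in 2 libraries cannot be told apart from very similar cultures; preparation could add the excess over 1. The departures of control library 2 and LPS+MIC-1 library 2 correlated at -0.0056 over 1186 genes whose libraries 1 and 3 differ by less than 0.1 between these groups (-0.254 over all genes, the first test, replaced because a difference in response could lower it), which argues against a batch shared by these 2 libraries.

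In the liver 4 libraries departed from their groups in the same way. The correlation of the departures of LPS library 2 and LPS+MIC-1 library 2 was 0.334 among genes without a response to LPS. Among the 2493 genes changed by LPS it was 0.0992. The first value argues against a weaker response as the whole cause. LPS library 1 thinned to the depth of LPS library 2 had 45 genes at 0 (43 before, 196 observed in LPS library 2), and the correlation was 0.319 with the trend in GC content and length taken out. A batch (0.318) cannot be told apart from other shared differences between animals, since no label gives one.

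FPKM sums were higher in LPS libraries 1 and 3. Outside the 10 highest genes the same sum still moved the median Log2FC to -0.716, which argues against a few genes alone. With the same sum in every library it was -0.931, and the deposited scaling cannot be told apart from a true rise in total RNA, because total RNA was not measured.

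Higher Tnf, Il6 and Ptgs2 with LPS+MIC-1 than with LPS kept with the trend in GC content and length taken out (lowest Log2FC 1.16). Under median of ratios and the same sum the lowest Log2FC was 1.34, but these scalings could not have lowered it. Over the 8 libraries they moved the median Log2FC of all genes from 0.01 to 0.02 and to 0.74, in that order. They therefore cannot decide on the authors' normalization. Exchanged labels of the 2 groups are argued against by 17 of 23 Nrf2 targets being higher in LPS+MIC-1. An effect of MIC-1 or of the time of collection stays open as a hypothesis.

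The lists of inflammation were lower with LPS+MIC-1 than with LPS in the liver. The batch term left the inflammatory response list at a camera adjusted p of 5.6e-05. An error in the LPS livers, shared with the comparison of LPS with control, was not tested for these lists. The neutrophil markers were lower too, 7 of 7 with a median Log2FC of -0.673 (camera adjusted p = 0.00372, fry 0.367), so fewer neutrophils cannot be told apart from less expression per cell; a marker, S100a9, was at 48.3 FPKM with LPS and 36.7 with LPS+MIC-1.

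The 6 libraries compared can be divided in 10 ways, the real division included, so a share under 0.1 could not be reached. Only the real division (1 of 10) gave as many genes for LPS+MIC-1 against LPS over the 9 macrophage libraries (383, at most 1 in the others), for LPS+MIC-1 against control over the 9 (554, others 0) and the 8 (1560, others 0), and for LPS against control in the liver (2493, others at most 14, in the division that follows the 4 libraries). All 10 of 10 did for LPS against control over the 9 macrophage libraries (0 genes, 1901 unadjusted) and for LPS+MIC-1 against LPS in the liver (0 genes, 100 unadjusted), where LPS libraries 1 and 3 and LPS+MIC-1 library 2 against the rest gave 102. Counting the real division, as many lists were called in 3 (LPS against control) and 7 (LPS+MIC-1 against LPS) divisions over the 9 macrophage libraries and in 2 and 1 in the liver.

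Gapdh, the internal control of the paper's qPCR, was at 430, 68.1 and 27.7 FPKM in control livers, 1001, 158 and 914 with LPS and 520, 169 and 521 with LPS+MIC-1. In the liver Tnf was listed at 0 in the controls, 1.36, 2.14 and 1.32 FPKM with LPS and 1.02, 1.10 and 0 with LPS+MIC-1, and Il6 at 0.797, 0 and 0.453 with LPS and 0.211, 0.503 and 0.149 with LPS+MIC-1. Nos2 was at 0.163 FPKM in LPS library 1, 0.19 in LPS+MIC-1 library 1 and 0 in the others, and Nfkbia changed by -0.85 with MIC-1 (standard error 0.37, limma adjusted p = 0.997). The interferon alpha genes were at 0 in all liver libraries, and in macrophages at 0 except Ifna13 (0.0656 in control library 3 and 0.0765 in LPS+MIC-1 library 2).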
